# Transcriptomic and proteomic profiling identifies feline fibrosarcoma as clinically amenable model for aggressive sarcoma subtypes

**DOI:** 10.1016/j.neo.2024.101104

**Published:** 2024-12-15

**Authors:** Mikiyo Weber, Daniel Fuchs, Amiskwia Pöschel, Erin Beebe, Zuzana Garajova, Armin Jarosch, Laura Kunz, Witold Wolski, Lennart Opitz, Franco Guscetti, Mirja C. Nolff, Enni Markkanen

**Keywords:** Soft-tissue sarcoma, Comparative oncology, Disease model, Tumor targeting, Laser-capture microdissection, RNAsequencing, LC-MS/MS, Feline injection-site sarcoma

## Abstract

Fibrosarcomas (FSA) are malignant mesenchymal tumors characterized by low chemo- and radiosensitivity. Development of novel treatment strategies for human adult FSA is hindered by the low incidence and the absence of suitable clinical models. Interestingly, aggressive FSA occur more frequently in domestic cats, hence potentially representing a clinically amenable model to assess novel therapies such as targeted imaging or theranostics. However, a lack of molecular characterization of FSA and adjacent normal tissue (NT) in both species hinders identification of tumor-specific targets and undermines the translational potential of feline FSA. Combining laser-capture microdissection, RNAsequencing and liquid chromatography-tandem mass spectrometry, we perform comprehensive profiling of 30 feline FSA and matched skeletal muscle, adipose and connective tissue. Clear inter-tissue differences allow identification of significantly upregulated and tumor-exclusive features that represent potential targets for diagnostic and therapeutic approaches. While feline FSA are characterized by hyperactive EIF2, TP53 and MYC signaling, immune-related and neuronal pathways emerge as modulators of tumor aggressiveness and immunosuppression. A high degree of molecular similarity with canine and adult FSA allows identification of tumor targets that are conserved across species. Significant enrichment in DNA repair pathways in feline FSA correlate with aggressive clinical behavior in human soft-tissue sarcoma. Finally, we leverage the molecular profiles to identify vulnerabilities, including sensitivity to ATR and PARP inhibition as potential treatment for feline FSA. In conclusion, this detailed landscape provides a rich resource to identify target candidates and therapeutic vulnerabilities within and across species and supports feline FSA as relevant models for the human disease.

## Introduction

Fibrosarcomas (FSA) are tumors of mesenchymal origin that affect humans and cats alike [1,2]. In both, FSA are characterized by locally aggressive growth and tissue invasion that result in high rates of tumor recurrence as well as low sensitivity to radio- and chemotherapy [2,3]. In humans, FSA are classified as ‘infantile FSA’ and ‘adult FSA’. Adult FSA are very rare, highly malignant tumors with a poor prognosis [4]. They are diagnosed by exclusion of other soft-tissue sarcoma subtypes [4] and their low incidence is challenging in many aspects, ranging from insufficient understanding of the underlying pathological mechanisms and genetic aspects, absence of diagnostic markers, to a lack of efficient therapies for affected patients. Hence, clinical progress in treating FSA is undermined by the small number of affected patients, a situation that is further exacerbated by the absence of valid disease models.

Interestingly, naturally developing tumors in domestic animals present potentially valuable models to further develop our understanding of tumor biology and treatment. By integrating naturally occurring cancers observed in veterinary patients into the analytic and developmental pipeline for novel therapies, comparative oncology aims to improve cancer management [[5], [6], [7]]. Comparative oncology is particularly promising for FSA: while exceedingly rare in humans with an incidence of around 0.2 cases in 100,000 [8], FSA in domestic cats are frequent, representing between 12-41 % of all feline cutaneous tumors [9,10]. Clinically, feline FSA represents an aggressive, infiltrative tumor type prone to local recurrence and with a metastasic rate between 10 and 24 % [11]. As such, the combination of high prevalence, similar histomorphology and clinical behavior suggests feline FSA as highly interesting as naturally occurring and clinically amenable models for adult FSA. Identification of molecular homology between human and feline FSA could therefore facilitate development and structured clinical assessment of novel therapies that are difficult or impossible to assess in the human setting, while simultaneously unlocking novel treatment options for affected cats.

Feline FSA is currently classified into two possible entities, namely feline injection site sarcoma (FISS) – the more aggressive and frequent form - and non-injection site FSA. FISS is a malignant tumor that originates from the excessive growth of fibroblasts and myofibroblasts in regions of persistent inflammation, especially at injection sites [12,13]. Although the association between FISS and vaccines is strongest, other medical procedures that involve injection, such as the use of long-acting steroids and antibiotics, nonabsorbable suture material, insulin, and microchips have also been linked with its development [14]. Hence, inflammation, regardless of its origin, appears to facilitate the development of FISS. While it has been suggested that FISS differs from the non-injection associated FSA based on histopathological features [15,16], the criteria to distinguish between the two conditions cannot be considered as conclusive [17]. Hence, it remains unknown whether and how the different manifestations of FSA differ on a molecular level.

The current gold standard for treatment of FSA in all species is a complete surgical excision. However, distinguishing tumor from unaffected normal tissue (NT) poses significant challenges due to highly infiltrative growth that requires large surgical margins to ensure clean resections [11,14]. This is especially true in cats, as studies have repeatedly demonstrated that the first cut is the best chance for cure. Due to the invasive nature of the disease, the current recommendation for surgical margins in cats is 5 cm lateral and two fascial planes deep, representing the most aggressive surgical dose in sarcoma resection across species [[18], [19], [20]]. Incomplete resections cause tumor relapse and a significantly negative impact on prognosis. Additional neo-/adjuvant radio- and chemotherapy protocols offer limited success [21,22]. Therapeutic outcome for FSA in all species could greatly benefit from targeted modalities, such as precise tumor visualization using targeted dyes to improve resection [23] or targeted delivery of cytotoxic payloads, particularly in the metastatic setting. However, development of such targeted modalities is hindered by the lack of molecular data identifying targets that differentiate FSA from unaffected NT.

While feline and adult FSA share histomorphologic traits and exhibit similar clinical behavior, there is a striking lack of detailed molecular characterization for both entities. Thus, it remains unclear how feline and adult FSA compare on a molecular level. Moreover, it remains obscure what differentiates tumor from healthy surrounding NT in either species, preventing identification of tumor-specific targets that could be leveraged in the context of targeted therapy or targeted visualization strategies to improve patient outcome. As such, the shortage of data on both molecular cross-species homology and the differences between tumor and NT impedes the translational potential of feline FSA for development of novel therapeutic approaches that could greatly benefit human patients.

We have established a powerful approach to profile transcriptomic and proteomic changes in spatially defined areas of archival formalin-fixed paraffin embedded (FFPE) patient tumors using LCM followed by RNAseq and LC-MS/MS [[24], [25], [26], [27], [28], [29], [30], [31], [32], [33], [34]]. Here, we apply this approach to profile 30 cases of feline FSA and matched unaffected NT to gain detailed insight into the molecular changes and therapeutic vulnerabilities in spontaneous feline FSA.

## Material and methods

### Ethics approval and consent to participate

No animals were killed for the purpose of this research project, as the analyzed tissue had been surgically removed for curative reasons with the consent of the patient owners. According to the Swiss Animal Welfare Law Art. 3 c, Abs. 4 the preparation of tissues in the context of agricultural production, diagnostic or curative operations on the animal or for determining the health status of animal populations is not considered an animal experiment and, thus, does not require an animal experimentation license. The use of FFPE material from feline patients which was obtained for diagnostic reasons therefore does not require a formal ethics approval and complies with national guidelines. The project was subjected to an institutional ethics review and approved by the Ethics Committee of the Faculty of Medicine, University of Zurich (MeF-Ethik-2024-01).

### Selection of cases for LCM

Fibrosarcoma and matched unaffected NT (skeletal muscle (SM), adipose tissue (AT) and connective tissue (CT)) were concurrently isolated using laser-capture microdissection from FFPE tissue of 30 feline FSA samples that were provided by the Institute of Veterinary Pathology of the Vetsuisse Faculty Zurich. Based on the clinical history and the anatomic location, an injection-related origin (i.e. FISS) cannot be ruled out for any of the cases (i.e. all patients have received vaccinations). However, in the absence of definite markers to differentiate between FISS and non-FISS FSA, and the unresolved question whether the two subtypes really differ on a molecular level, all tumors were considered as ‘FSA’. All samples were either from the Small Animal Hospital of Zurich or external cases sent in by veterinarians practicing in Switzerland. Cases were reviewed and selected by a certified pathologist (FG) according to the criteria indicated by [35]. Paraffin blocks were routinely kept at room temperature. Tissue processing for LCM was performed as previously described [25]. Table 1 provides clinical details for all cases included in the study.

**Table 1:** Overview of FSA cases included in the study. ESH = European short hair. Age = age of patient at excision of tumor. f = female, m= male, n = neutered. Anatomical location as indicated in medical records. SM/AT/CT indicate which matched normal tissues were collected for the respective cases, where AT = Adipose tissue, CT = Connective tissue, SM = Skeletal muscle. Outcome group indicates the cases that were assigned to the highly aggressive (HA) or low-aggressive (LA) groups, respectively.

Case ID	Breed	Age	Sex	Anatomical location*	SM	AT	CT	Outcome group
T-5	ESH	15	f/n	Skin abdomen	x	x	x	
T-6	ESH	11	f/n	Skin flank	x	x	x	
T-7	ESH	17	m	Skin back	x	x	x	HA
T-8	ESH	15	f	Skin chest	x	x	x	HA
T-9	ESH	14	m	Skin back		x	x	HA
T-10	ESH	15	m	Skin flank	x	x		HA
T-11	ESH	12	m	Skin flank	x	x	x	
T-12	ESH	12	m	Skin flank	x	x	x	
T-13	ESH	10	m	Skin shoulder	x	x	x	LA
T-14	ESH	16	m	Skin hindlimb			x	LA
T-15	ESH	13	m/n	Skin hindlimb		x		LA
T-16	ESH	15	f/n	Skin flank		x		
T-17	ESH	12	m	Skin back		x	x	
T-18	Maine Coon	11	m/n	Skin abdomen	x	x		LA
T-19	ESH	13	f	Skin back	x	x	x	
T-20	ESH	8	f/n	Skin chest	x	x	x	
T-21	ESH	12	f/n	Skin shoulder		x	x	
T-22	ESH	10	m	Skin shoulder	x	x	x	
T-23	Persian Mix	9	f	Skin back	x	x		
T-24	Maine Coon	12	m	Skin chest	x	x	x	LA
T-25	ESH	17	f/n	Skin back		x	x	LA
T-26	ESH	13	f	Skin thigh		x	x	
T-27	ESH	10	f	Skin neck		x	x	LA
T-28	ESH	5	f/n	Skin back		x	x	
T-29	ESH	13	f	Skin shoulder	x	x	x	
T-30	ESH	12	f	Skin shoulder	x		x	
T-31	ESH	14	f	Skin shoulder	x	x	x	HA
T-32	ESH	12	f	Skin shoulder	x		x	
T-33	ESH	8	f	Skin abdomen	x	x	x	
T-34	ESH	15	f	Skin chest	x	x	x	

### Laser-capture microdissection (LCM)

Laser-capture microdissection was performed using the ArcturusXT^TM^ Laser Capture Microdissection System (Thermo Scientific) as described in [25]. Areas of interest identified by a certified pathologist (FG) were isolated according to the manufacturer's protocol and the criteria described in [32]. Selectivity of isolation was verified by microscopic examination of the LCM cap as well as the excised region after microdissection. 2 caps were collected per case and tissue. After excision, the thermoplastic membranes containing captured tissue were peeled off the caps using a sterile scalpel and forceps and subsequently stored in a 1.5 ml centrifuge tube (EppendorfⓇSafe-Lock tubes) and frozen at −20°C until further processing.

### Sample preparation for proteomic analysis

For proteomic analysis, all samples were processed in a single batch. For protein extraction, sterile blades and forceps were used to peel off the thermoplastic membranes containing captured cells from the cap, which were then transferred into a sterile Eppendorf® Safe-Lock tube. Microdissected tissue was rehydrated by adding 900 μl of heptane and incubating for 10 min at 30°C in a thermomixer (800 rpm). After centrifugation (20′000 x *g*, 10 min), the heptane was removed, and the step was repeated. Subsequently, the membranes were washed with 900 μl of ethanol (5 min, RT, 1′000 rpm), 200 μl of 90 % ethanol (5 min, RT, 1′000 rpm) and 200 μl of 75 % ethanol (5 min, RT, 1′000 rpm). The samples were stored at -80°C overnight. The samples were then prepared using a commercial iST Kit (Pre-Omics, Germany) with an updated version of the protocol, as described in [32].

### Liquid chromatography-mass spectrometry analysis

LC-MS/MS analysis was performed on an Orbitrap Fusion Lumos (Thermo Scientific) equipped with a Digital PicoView source (New Objective) and coupled to an M-Class UPLC (Waters). Solvent composition of the two channels was 0.1 % formic acid for channel A and 99.9 % acetonitrile in 0.1 % formic acid for channel B. Column temperature was 50°C. For each sample 3 µl of peptides were loaded on a commercial ACQUITY UPLC M-Class Symmetry C18 Trap Column (100Å, 5 µm, 180 µm x 20 mm, Waters) connected to a ACQUITY UPLC M-Class HSS T3 Column (100Å, 1.8 µm, 75 µm X 250 mm, Waters). The peptides were eluted at a flow rate of 300 nl/min. After a 3 min initial hold at 5 % B, a gradient from 5 to 24 % B in 80 min and 22 to 36 % B in additional 10 min was applied. The column was cleaned after the run by increasing to 95 % B and holding 95 % B for 10 min prior to re-establishing loading condition. Samples were measured in randomized order. For the analysis of the individual samples, the mass spectrometer was operated in data-independent mode (DIA). DIA scans covered a range from 400 to 1000 m/z in windows of 16 m/z. The resolution of the DIA windows was set to 30′000, with an AGC target value of 500′000, the maximum injection time set to 50 ms and a fixed normalized collision energy (NCE) of 33 %. Each instrument cycle was completed by a full MS scan monitoring 350 to 1500 m/z at a resolution of 120′000. The mass spectrometry proteomics data were handled using the local laboratory information management system (LIMS) [36].

### LC-MS/MS data processing

The acquired MS raw data were processed for identification and quantification using FragPipe (version 19.0), MSFragger (version 3.6), and Philosopher (version 4.8.1) [37]. Spectra were searched against a Uniprot Felis catus database (taxonomy ID 9685, downloaded on 11.05.2023) concatenated to its reversed decoy database, and common protein contaminants. MSFragger-DIA mode for direct identification of peptides from DIA data was used. Strict trypsin digestion with a maximum of two missed cleavages was set. Carbamidomethylation of cysteine was selected as a fixed modification, while methionine oxidation was set as variable modifications. EasyPQP was used to generate a DIA-NN-compatible spectral library. Subsequent quantification was performed with DIA-NN version 1.8.2.

### LC-MS/MS data analysis

Differential protein expression analysis was performed using the r-package prolfqua [38]. The intensities were first log_2_ transformed and then z-transformed so that the sample mean and variance were equal. Next, we fitted a linear model with a single factor (tissue) to each protein, and tissue differences (protein log_2_ fold changes (log_2_(FC)) were estimated and tested using the model parameters. To increase the statistical power, the variance estimates were moderated using the empirical Bayes approach, which exploits the parallel structure of the high throughput experiment [39]. Finally, the p-values are adjusted using the Benjamini and Hochberg procedure to obtain the false discovery rate (FDR).

### RNA isolation and sequencing

RNA was isolated using the Covaris® truXTRAC FFPE RNA kit and the Covaris® E220 focused ultrasonicator as established [[25], [26], [27], [28],^30^,^31^]. RNA abundance and quality was analyzed using the 4200 or 2200 Tape Station Software using the High Sensitivity RNA ScreenTape kit (Agilent Technologies), according to the manufacturer's protocol. For RNAseq, all samples were processed in a single batch. 10 ng of RNA diluted to a concentration of 0.33 ng/μl in a total volume of 30 μl was submitted for RNA sequencing, as detailed in [26]. The SMARTer Stranded Total RNAseq Kit-Pico Input Mammalian (Clontech/Takara Bio USA) was used according to the manufacturer's protocol for RNA library preparation and ribosomal RNA depletion. Single-read sequencing (125 bp) was performed in a single batch for all samples of the same tumor type and species using the Illumina HiSeq 4000 according to standard protocols of the Functional Genomics Centre Zurich (FGCZ).

### RNAseq data processing

The raw reads were cleaned by removing adapter sequences, trimming low-quality ends, and filtering reads with low quality (phred quality < 20) using Trimmomatic (version 0.36) [40]. Sequence pseudoalignment of the resulting high-quality reads to the feline reference genome Felis_catus_9.0, Release_102-2021-02-02, and quantification of gene-level expression was carried out using Kallisto (version 0.44) [41]. Gene counts were imported into the R/Bioconductor package EdgeR [42] (R, version 3.6.1, EdgeR, version 3.28), and trimmed mean of M values normalization size factors were calculated to adjust for sample differences in library size. The generalized linear model was used to detect differentially expressed genes incorporating adjusted (Benjamini and Hochberg method) p-values.

### Pie chart

Pie charts were plotted using the PieChart function from the lessR R package [43].

### Venn diagram

Venn diagrams were produced either using ggvenn R package [44] or the BioVenn R package [45] for proportional diagrams. Identification of tumor and NT-specific proteins was performed by separating data according to tissue group and filtering by row mean !=0 to ensure presence in at least one sample. The intersection of each tissue group was used to calculate overlapping proteins and separate tissue-specific targets. Furthermore, the intersection of differentially expressed genes and proteins between tumor and the different NT was used to identify common differential expressed genes and proteins.

### Heatmap

Heatmaps were generated using R package ComplexHeatmap [46] with row clustering distance was set to “Euclidean” and RowAnnotation according to overall high, mid and low expression. HALLMARK and pathway analysis of high and lowly expressed proteins was performed with molecular signatures database (MSigDB) [47].

### Barcodeplot

Cross-species comparative analysis of tumor-specific expression was performed using the barcode enrichment plot from limma [48]. The proteomic dataset by Tang *et al,* 2024 [49] was used as external human dataset, and the canine data was from [32]. All target identifiers from the external datasets were summarized at the gene level using BioMart [50]. Raw data was log_2_ normalized and genes were ranked according to their mean expression across all samples. Plots show the ranked position indicating the expression in the feline cohort (x-axis) compared to the ranked expression in the external human and canine datasets (line extension of the y-axis). Only common genes in feline, canine and human were included in the barcodeplot analysis. Pearson correlation analysis of ranked position was used to confirm significance. The top 100 common highly expressed genes from each plot were identified as the leading edge and selected for input in the Venn diagram.

### Gene set enrichment analysis (GSEA) and over representation analysis (ORA)

For GSEA, ORA and KEGG pathway analysis, the tool WebGestalt (http://www.webgestalt.org) [51] or the molecular signatures database (MSigDB v2023.2.Hs) [52,53] were used. Additional pathway analysis was performed with the help of QIAGEN Ingenuity Pathway Analysis (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) comparing the differentially expressed proteins in tumor to each NT.

### Proteomic and genomic data integration

In addition to gene set enrichment analysis, we also performed ssGSEA using the public server from GenePattern [54] (https://www.genepattern.org/#gsc.tab=0) to calculate separate enrichment scores for each pairing of a gene set and tumour sample. Principle component analysis was performed applying prcomp on normalized protein intensity values. 2D and 3D visualization was achieved using R packages ggplot2 [55] and scatterplot3d [56], with the first two or three principal components as x, y and z axis values respectively. For the comparison of the transcriptomic and proteomic data set, the online tool Shiny App (https://fgcz-shiny.uzh.ch/connect/) run by the Functional Genomics Center Zurich, was used. Uniprot protein identifiers were first converted to ensembl and then gene names. Feline genes (Felis_catus_9.0) were converted to human orthologues using Ensembl BioMart (release 100) prior to analysis with MetaCore [57]. For the pathway analysis, the web tool MetaCore from Clarivate AnalyticsTM was used (https://portal.genego.com).

### Survival analysis

Association of gene expression with disease-free interval or overall survival in the human TCGA-SARC dataset (http://cancergenome.nih.gov/) [58] was performed using GEPIA 2.0 [59] (http://gepia.cancer-pku.cn).

### Cell culture

FSII and FSIII cells were a kind donation from Prof. M. Reinacher (Department of Veterinary Pathology, Justus-Liebig-University of Giessen, Germany) [60]. Cells were cultured under standard conditions @ 37°C in humid atmosphere with 5 % CO_2_ in Gibco™ DMEM, low glucose, GlutaMAX™ Supplement with 15 % FCS (Gibco), MEM-Nonessential amino acids (Gibco) and antibiotic-antimycotic supplement (Gibco), and regularly tested for mycoplasma. Twenty-four hours before treatment, 2,500 cells were seeded in 100 μl complete medium into 96 well plates. Drugs used were: Vincristin (Teva Pharma AG), Vinorelbine (Sandoz Pharmaceuticals AG), Vinblastin Sulfate (Teva Pharma AG), Cytarabine (Pfizer Switzerland), Actinomycin D (Sigma), Carboplatin (Accord Healthcare AG), Doxorubicin (Teva Pharma AG), Gemcitabine (Fresenius), ATMi (KU-55933, Sigma), ATRi (AZ-20, Selleck Chemicals), and PARPi (Olaparib, Selleck Chemicals). For all experiments, stock solutions of inhibitors were serially diluted in complete medium to obtain the required concentrations and used to replace the seeding medium. Medium was replaced after 96 hours in experiments lasting 6 days. After the incubation period, medium was replaced with fresh medium containing 0.025 mg/ml Resazurin in PBS, and plates were further incubated at 37°C. Sample fluorescence was measured after 2 to 4 hours incubation using the BioTek Synergy H1 Plate Reader (Agilent Technologies) set to ex = 560 and em = 590. Mean values of 4 to 6 replicate wells were calculated for each treatment point and cell line and normalized to control treated cells.

### Graphical display of results

GraphPad Prism, Shiny App and MetaCore were used for calculation of IC50 and visual representation of the results, along with selected R packages previously mentioned.

## Results

### Spatially defined multiomic profiling of tumor and matched NT in a cohort of 30 feline FSA

The cohort of feline FSA is composed of 30 primary tumors from 27 European Shorthair, two Maine Coon and one Persian mix breed cats, of which 17 were female (8 neutered) and 13 male (2 neutered) (Table 1). Median age was 12 years, and anatomical sites affected (as per medical reports) included abdomen, back, chest, flank, hindlimb, neck, shoulder, and thigh (Fig 1A). Based on the clinical history (vaccinations) and the anatomic location, an injection-related origin (i.e. FISS) cannot be ruled out for any of the cases. However, in the absence of definite markers to differentiate between FISS and non-FISS FSA, all tumors were considered as ‘FSA’.

**Fig. 1:**
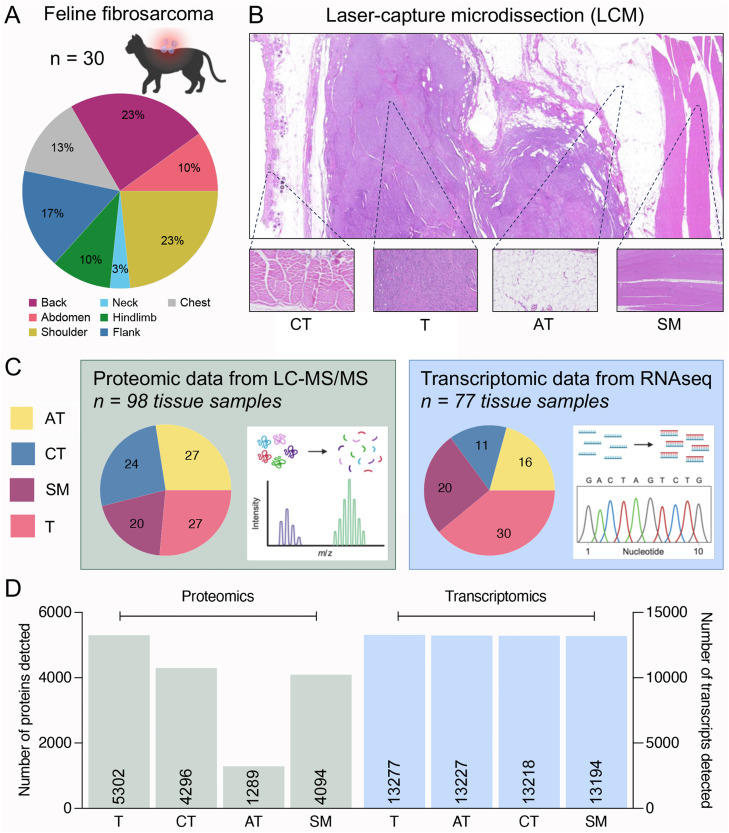
Overview of proteins and transcripts identified in feline fibrosarcoma and surrounding peritumoral tissue of 30 cases. A) Pie chart illustrating the anatomical locations of the patients’ tumors. B) Experimental approach to isolate FSA, adipose tissue (AT), connective tissue (CT) and skeletal muscle (SM) from FFPE sections using LCM, followed by LC-MS/MS and RNAseq. C) Number of samples per tissue type analyzed using LC-MS/MS or RNAseq. D) An overview of the total count of identified proteins and transcripts across all samples and tissue types. Parts in panels A and C were created with BioRender.com.

To gain insight into the proteomic and transcriptomic landscape of these tumors, we applied LCM to isolate tumor and matched unaffected connective tissue (CT), adipose tissue (AT) and skeletal muscle (SM) from all cases in this cohort (Fig. 1B). All the matched normal tissues (NT) are frequently found in the vicinity of FSA and hence present tissue that the tumor needs to be differentiated from for targeting purposes in a clinical setting. Subsequently, LCM-isolated samples were analyzed by LC-MS/MS and RNAseq, respectively. 

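The RNAseq dataset held 77 libraries of tissue isolated by LCM, of which 30 were tumor, 16 AT, 11 CT and 20 SM. For each library the authors deposited whole-number counts per Ensembl gene identifier, assigned with Kallisto from reads trimmed with Trimmomatic and not normalized. The total counts per library ranged from 847003 to 19099337, with a median of 6551583. The median total was 8405500 in T, 2908520 in AT, 3904682 in CT and 12291936 in SM, so AT and CT libraries were the shallowest. The most abundant identifier took between 16.7% and 29.9% of the counts of each SM library, and between 1.30% and 18.1% of those of each T library. Libraries with the same case number came from the same cat. Each normal tissue was compared with T in a fit of its own, with edgeR's quasi-likelihood test, TMM normalization, a filter on low counts by group and Benjamini-Hochberg adjustment. The files pair no identifier with a gene symbol, so genes were counted and single genes are given by their identifiers.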

The final sample set analyzed by LC-MS/MS consisted of a total of 98 tissue samples (27 tumor, 27 AT, 24 CT and 20 SM), while the final RNAseq dataset was composed of 77 specimens (30 tumor, 16 AT, 11 CT and 20 SM) (Fig. 1C). In total, proteomic analysis detected 5′302 different proteins in all tumor samples, 4′296 in CT, 1′289 in AT and 4′094 in SM, with an average of 4554 proteins detected per tumor sample, 2′139 in CT, 489 in AT and 2′468 in SM (Fig. 1D, Supplementary Tables 1 and 2, and Supplementary Fig. 1). Of these, 2′324 proteins were commonly detected in every T, 389 in CT, 97 in AT and 1′197 in SM. Transcriptomic analysis identified a total of 13277 transcripts across all tumors, 13′277 in CT, 13′218 in AT and 13′194 in SM (Fig. 1D, Supplementary Table 3). 

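At least 1 count in at least 1 library of the tissue was seen for 19487 genes in T, 19331 in CT, 19203 in AT and 19004 in SM. Requiring 10 counts in place of 1 moved these numbers to 18388, 17474, 17371 and 16799. The libraries of cats 11 to 17 (7 T, 5 AT, 3 CT and 3 SM) showed more genes than those of the other cats at lower or similar totals. Among the other cats, 18477 genes had a count in at least 1 of 23 T libraries, 16583 in at least 1 of 8 CT libraries, 17452 in at least 1 of 11 AT libraries and 17332 in at least 1 of 17 SM libraries. Each library was then thinned to 847003 counts, the smallest total. At that depth T libraries of cats 11 to 17 showed 16497 ± 1212 genes (SD, n = 7) and T libraries of the other cats 12930 ± 355 (SD, n = 23). All 7 lay above every other T library. No p-value is given for T, since these 7 tumors are cluster C2 of Fig. 4E, which was drawn on the tumor data. The same difference was 3540 genes in AT (4 of 5 above every other AT library), 5857 in CT (3 of 3) and 3635 in SM (3 of 3). Two-sided exact permutation tests, chosen after the result was seen, gave unadjusted p = 4.6e-04, 0.0061 and 8.8e-04. Adjusted over the 4 tissues they were 9.2e-04, 0.0061 and 0.0012. That adjustment took in the p of T, which makes the adjusted values of AT and SM too small.

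**Figure D1:**
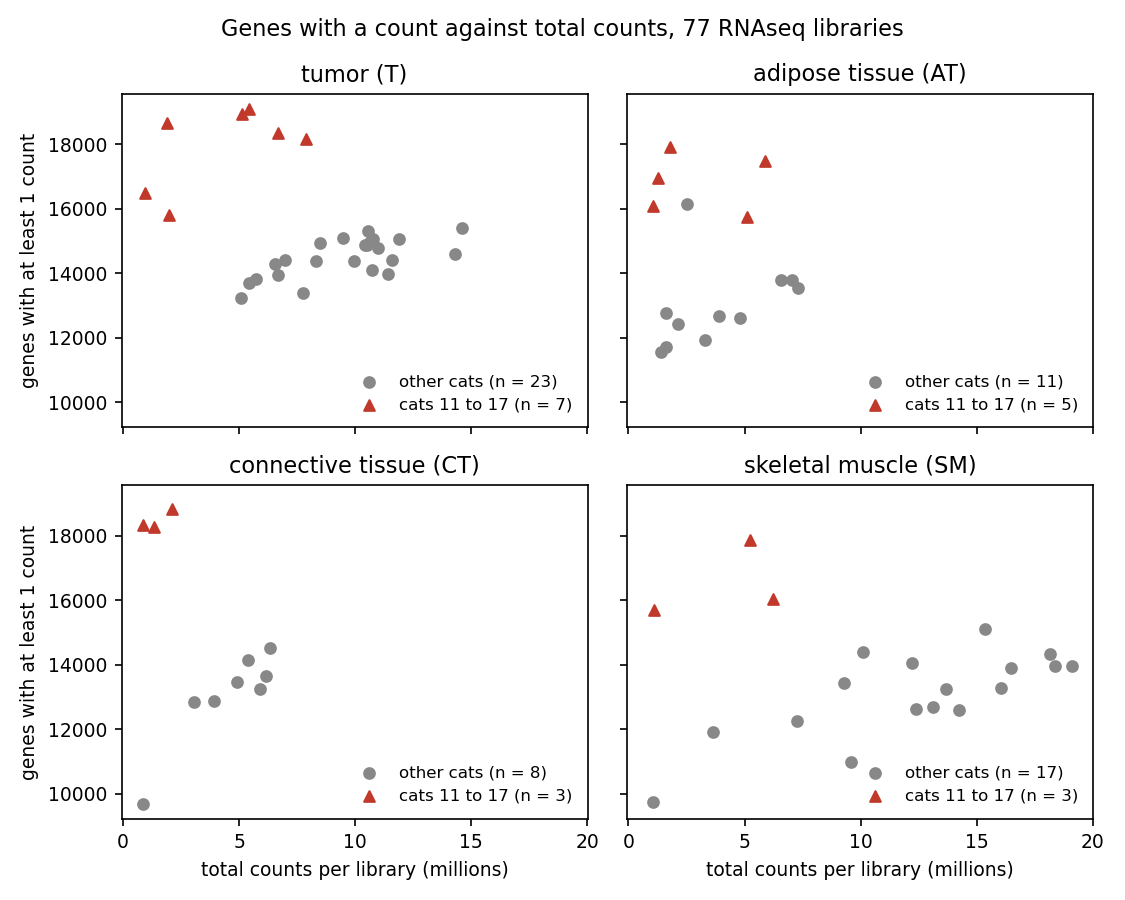
Number of genes with at least 1 count against the total counts of each of the 77 libraries, 1 panel per tissue. Triangles are libraries of cats 11 to 17 and circles those of the other cats. The triangles of T lie between 15797 and 19092 genes, and the circles of T between 13228 and 15400.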

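A count in every library of the tissue was seen for 10041 genes in the 30 T libraries, 8994 in the 11 CT libraries, 9279 in the 16 AT libraries and 8221 in the 20 SM libraries. With at least 10 counts in every library, 7656 genes remained in T, 6488 in CT, 6667 in AT and 5214 in SM. Without cats 11 to 17, 10632 genes had a count in every T library, 9033 in every CT library, 9485 in every AT library and 8479 in every SM library.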

7′454 transcripts were shared across every tumor sample, 6′251 in CT, 6′464 in AT and 5′022 in SM. As such, this represents the first detailed proteomic and transcriptomic dataset of feline FSA and its surrounding NT.

### Transcriptomic profiling of feline FSA identifies transcripts highly overexpressed in tumor compared to unaffected NT

Principal component analysis (PCA) using all identified transcripts clearly separated tumor from the different normal tissue types within the first three principal components (Fig. 2A). 

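The PCA was computed on log2 CPM (prior count 2) of the 16618 genes that passed the low-count filter. The first 3 components held 24.6%, 19.3% and 8.85% of the variance. In these components the mean silhouette of T against all NT libraries was 0.318 ± 0.258 (SD over the 77 libraries), and no labelling among 100000 permutations reached it (p = 1e-05, the smallest they can give). No T library lay nearer to the NT libraries than to T, while 9 NT libraries lay nearer to T. The silhouette was 0.460 between T and AT, 0.415 between T and CT and 0.624 between T and SM. Among the alternatives the value moved most with cats 11 to 17 left out of the silhouette, a choice made after the data were seen. It was then 0.495, in the same components of all 77 libraries, since the PCA was not made anew.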

Of note, the overlap between AT and CT was presumably due to AT having low RNA contents in general and the presence of fibroblasts as a structural feature in AT, which contributes a CT-like expression signature. This supported the validity of our approach to analyze spatially defined tissue regions using RNAseq and highlighted the difference between the tissue types as the major source of variability, overriding any potential effects due to differences in breed, anatomical location of the tumor or other clinical features. 

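In the same components the silhouette of AT against CT was 0.0245 ± 0.178 (SD), with p = 0.247 in a one-sided permutation test with 100000 permutations that left the cats out of account. With the cat as a block, a test chosen after the data were seen, labels were swapped within the 5 cats that have both tissues and permuted among the other libraries within cats 11 to 17 and within the other cats. The p of the same silhouette was then 0.0279 (one-sided exact permutation test over 164736 arrangements). The 5 pairs were compared on 3 components. The CT library lay below the AT library in 5 pairs on PC1 (mean difference -46.4 ± 27.5, SD, two-sided exact permutation test, p = 0.0625, the smallest that 5 pairs allow), in 2 pairs on PC2 (p = 0.875) and in 1 pair on PC3 (p = 0.125). In total 11 AT and CT libraries lay nearer to the other tissue than to their own. On the third component, AT libraries had a mean score of -81.2 ± 21.9 (SD, n = 16), CT libraries -62.2 ± 31.0 (SD, n = 11), T libraries 48.7 ± 25.0 (SD, n = 30) and SM libraries 26.2 ± 16.6 (SD, n = 20). With the 1000 most variable genes the silhouette of AT against CT was 0.0490 (permutation p = 0.145). The paper proposes that the low RNA content of AT and the fibroblasts within it account for the overlap.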

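The 4 tissues accounted for 30.1% of the total variance of the 77 libraries, where permuted labels gave 3.95% on average (p = 1e-05, the smallest that 100000 permutations can give). With the 1000 most variable genes the share was 56.8%. Within the 30 tumors, sex accounted for 4.69% of the variance against 3.45% by chance (permutation p = 0.0418), which did not hold after adjustment over the 5 features examined (adjusted p = 0.209). Breed accounted for 4.68% (permutation p = 0.115), anatomical location for 24.1% with 24.1% given by chance over its 8 sites (p = 0.467), neutering for 3.03% (p = 0.712) and age for 3.07% (p = 0.659). Membership in cats 11 to 17 accounted for 7.55% of the variance of the tumors, without a test since cluster C2 was drawn on them. In the NT libraries it accounted for 28.4% of the variance within tissues, with 2.27% given by chance (permutation p = 1e-04, the smallest that 10000 permutations can give). These permutations moved the labels of single libraries within each tissue. They left the cats out of account, so libraries of one cat counted as independent and the p can be too small. From the separation of the tissues, the paper concludes that the tissue type was the major source of variability and overrode clinical features.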

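Between T and AT, 1272 genes were higher and 1436 lower in T, out of 14016 tested. Between T and CT, 1356 were higher and 976 lower, out of 14974, and between T and SM 3324 were higher and 2325 lower, out of 13771. All were called at an adjusted p-value under 0.05 and a log2(FC) beyond 1 on either side. The counts for T and SM moved most without TMM normalization, to 8500 higher and 750 lower, with the median log2(FC) of all genes moving from 0.24 to 1.42. The direction of the split depended on the processing for T and AT, where 1374 genes were higher and 1368 lower with DESeq2's size factors and Wald test, and for T and CT. Between T and CT, with DESeq2 964 genes were higher and 1310 lower, and without TMM 734 were higher and 1198 lower, with the median log2(FC) moving from 0.14 to -0.09 and -0.11. More genes were lower than higher also without the low-count filter (1004 and 1451), with at least 10 counts in 50% of the libraries of either tissue (990 and 1205) and with all 4 tissues in one fit (905 and 1288).

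**Figure D2:**
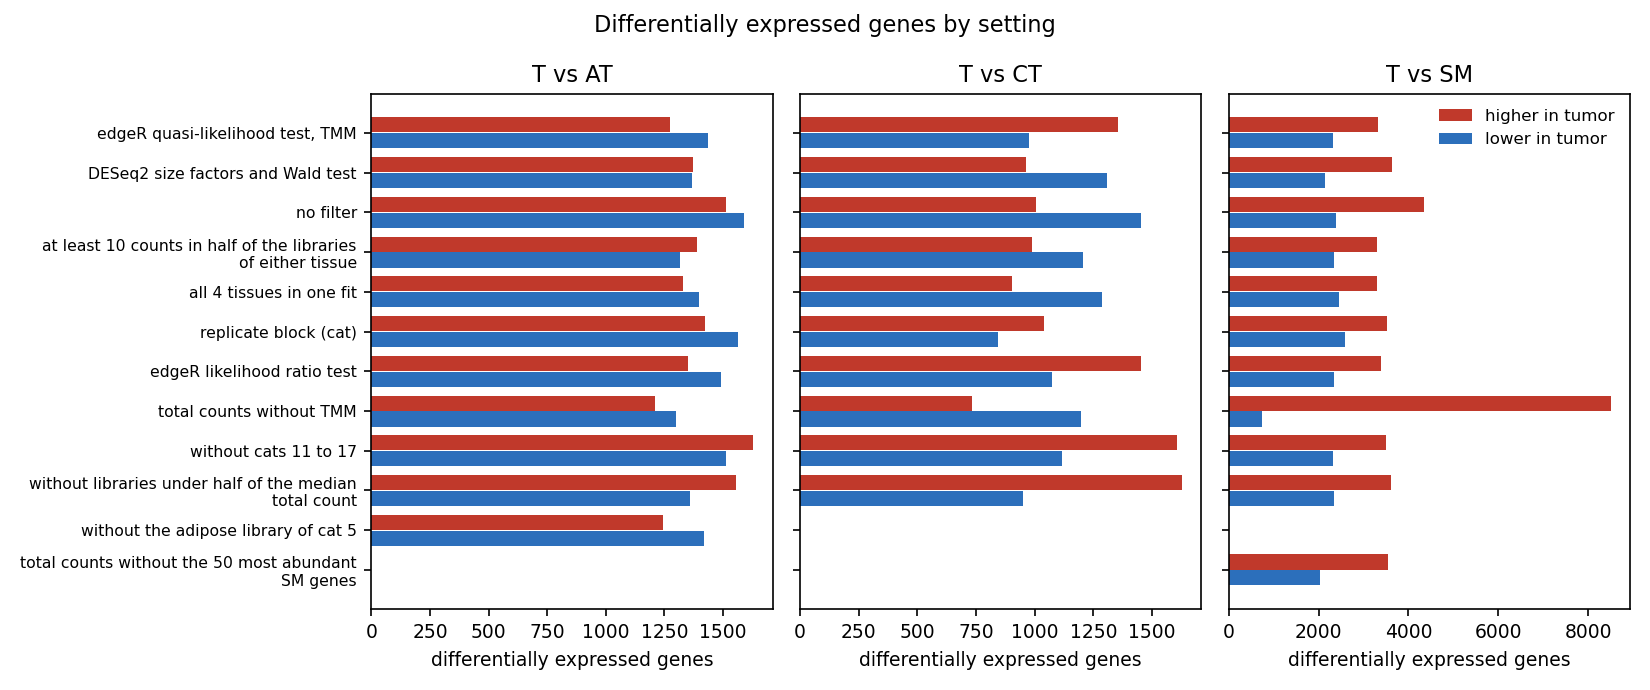
Number of DEGs between T and each normal tissue (horizontal axis, starting at 0) under each processing setting, with genes higher in T in red and genes lower in T in blue. For T vs CT the longer bar changes from higher (1356 genes) to lower (1198 genes) without TMM. A setting that was not run for a comparison has no bar.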

Analysis of differentially expressed genes (DEGs) between tumor and each normal tissue (cut-off values for significance: log_2_(FC) > 1 and < -1, FDR < 0.05) identified 1′163 significantly up- and 1′331 significantly downregulated targets between tumor and AT, 638 up- and 1′102 downregulated between T and CT and 2′736 up- and 2′072 downregulated in T vs SM (Fig. 2B).

**Fig. 2:**
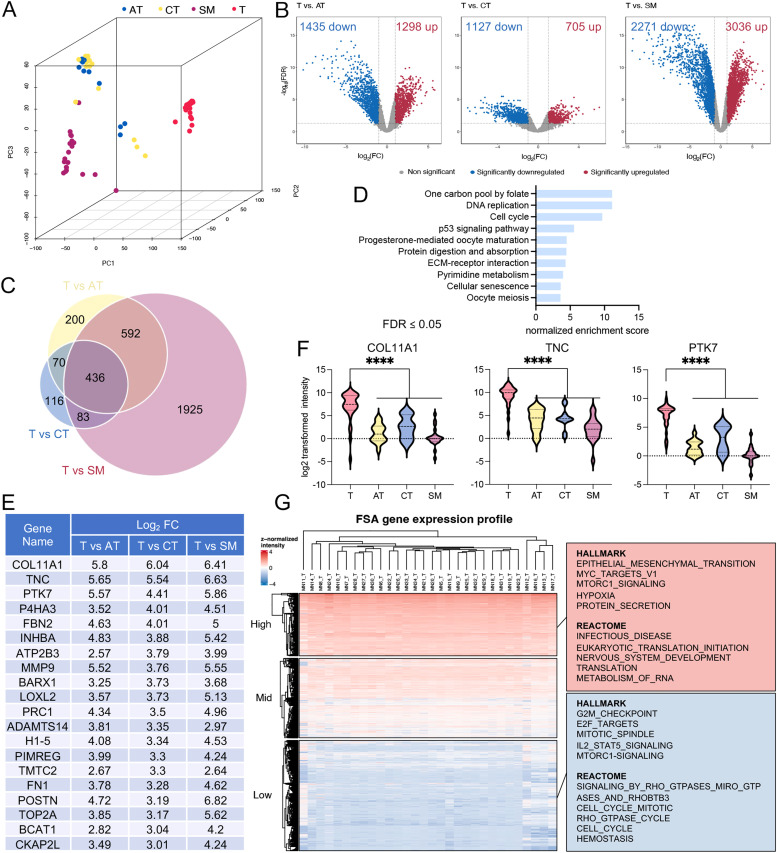
Transcriptomic analysis of FSA and matched NT highlights unique expression patterns of tumors compared to the surrounding tissue. A) 3D-Principal Component Analysis plot of genes detected in tumor and each NT from 30 feline FSA. PCA was performed using all identified genes. B) Volcano plots featuring DEG between the tumor and each NT. Cutoff values for significance (|log_2_FC| ≥ 1 and FDR < 0.05) are indicated using grey dashed lines. P-values were calculated using ANOVA. C) Venn diagram illustrates all upregulated genes in the tumor compared to each NT, using a threshold of log_2_FC of ≥ 1 and FDR < 0.05. D) ORA analysis using KEGG pathway of the 436 commonly upregulated genes in tumor. E) Top 20 most differentially expressed genes in tumor compared to each NT (log_2_FC ≥ 1, FDR < 0.05). F) Violin plot of selected transcripts from E to illustrate expression in tumor and adjacent NT (****P < 0.0001, calculated using ANOVA). The dashed lines indicate the interquartile range and the dotted line represents the median. G) (left) Heatmap of all T samples using all transcripts. (right) GSEA using HALLMARK and REACTOME pathway databases of highly (top) and lowly (bottom) expressed RNAs in FSA. T = tumor, AT = adipose tissue, CT = connective tissue, SM = skeletal muscle.

Gene set enrichment analysis (GSEA) of expression changes using the KEGG database revealed a strong enrichment of pathways related to cell cycle, DNA replication and repair and RNA production in tumor tissue compared to all three NTs separately (Supplementary Fig. 2). In contrast, AT was characterized by pathways involved in lipolysis, AMPK, PPAR, and Adipocytokine signaling, while CT featured cytokine-cytokine receptor interactions, cell adhesion molecules and complement cascade. SM was characterized by typical muscle-related pathways, including muscle contraction, adrenergic and insulin signaling, confirming the specificity of tissue isolation (Supplementary Fig. 2). Reactome pathway analysis further supported these findings (Supplementary Fig. 3). 

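In all 3 comparisons, 609 genes were higher in T, out of 13527 tested in each, where independent lists of the same sizes would share 30.9. Under the alternatives the number lay between 451 (all 4 tissues in one fit, 435 of them among the 609) and 734 (without cats 11 to 17, 548 of them among the 609). The 3 comparisons share their T libraries. Unchanged groups were simulated against the same T libraries 10 times. No gene was called higher in any simulated comparison, so the simulations say nothing about the overlap of the lists. The correlations of the log2(FC) across genes lay between 0.0126 and 0.0855 over the simulations and pairs of comparisons, against 0.434 to 0.732 in the data. The simulated groups were drawn around the mean of these same T libraries. The simulated correlations therefore leave out what shared T libraries bring, and cannot tell how much of the observed correlations comes from sharing. Genes are not independent replicates in these correlations. Among genes with at least 10 counts in every library, ENSFCAG00000009217 had a log2(FC) of 3.59 (standard error 0.38) against AT, 3.39 (0.43) against CT and 4.14 (0.38) against SM, with edgeR's Benjamini-Hochberg adjusted p-values of 7.6e-11, 2.6e-07 and 6.9e-14. ENSFCAG00000004031 had a log2(FC) of 3.07 against AT, 3.31 against CT and 3.81 against SM. In the opposite direction, 310 genes were lower in all 3 comparisons (130 without TMM and 423 with all 4 tissues in one fit), among them ENSFCAG00000026499 with -5.13, -2.74 and -3.82 and ENSFCAG00000022678 with -6.61, -2.77 and -2.32. These 4 identifiers were chosen after their values were seen.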

Of the transcripts significantly upregulated in tumor, 436 targets were commonly upregulated by a log_2_(FC) > 1 across all three individual comparisons, representing potential candidates for markers that discriminate tumor from all NTs (Fig. 2C and Supplementary Table 4). Overrepresentation analysis of these 436 targets using KEGG pathway analysis revealed involvement in one carbon metabolism, DNA replication, cell cycle and p53 signaling, among others (Fig. 2D). The top 20 targets highly upregulated in tumor compared to all NT (ranked according to the log_2_(FC) T vs CT) include transcripts encoding for COL11A1, TNC, PTK7, and P4HA3 (Fig. 2E and F). 

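Over all pairs of the 30 tumors, the correlation of log2 CPM across genes had a median of 0.772 and ranged from 0.499 to 0.910. Hierarchical clustering of the tumors into 2 groups set 2 tumors apart from the other 28. Divided into 3 groups, the tree held 24, 4 and 2 tumors.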

Unsupervised hierarchical clustering of tumor tissue alone revealed a somewhat heterogeneous structure, suggesting several subclusters within the data (Fig. 2G). GSEA with the HALLMARK and Reactome databases revealed an enrichment of epithelial to mesenchymal transition, Myc targets, mTORC1 signaling, translation, infectious disease and nervous system development among the highly expressed genes. In contrast, the lowly expressed genes were enriched for pathways including G2M checkpoint, E2F targets, and cell cycle signaling events (Fig. 2G). In summary, feline FSA display a distinct transcriptional profile strongly dominated by pathways centered around the cell cycle, DNA repair and DNA replication that clearly differentiates them from unaffected NT.

### Proteomic profiling of feline FSA and matched NT reveals potential tumor-specific markers

Similarly to the RNA data, PCA differentiated between the four tissue types within the first three principal components on the protein level (Fig. 3A). Analysis of differentially expressed proteins between tumor and each NT (cut-off values for significance: log_2_(FC) > 1 and < -1, FDR < 0.05) identified 826 significantly up- and 282 significantly downregulated proteins between tumor and AT, 992 up- and 782 downregulated proteins between T and CT and 808 up- and 1′020 downregulated proteins in T vs SM (Fig. 3B). GSEA of expression changes using KEGG pathways between tumor and the NTs identified pathways involved in ribosome or protein assembly, protein processing in the endoplasmic reticulum and antigen processing and presentation as positively enriched in tumor tissue (Supplementary Fig. 4). Of the proteins detected as significantly upregulated in tumor, 312 were shared across all three individual comparisons, representing potential tumor-specific targets (Fig. 3C and Supplementary Table 5). GSEA of these targets using HALLMARK revealed involvement in PI3K-Akt-mTor signaling, G2M checkpoint, Myc targets and epithelial to mesenchymal transition, among others (Fig. 3D). The top 5 overexpressed proteins in tumor compared to NT (ranked according to the log_2_(FC) T vs CT) included SFRP2, KDM5A, CMTM5, HSPA5 and FN1 (Fig. 3E).

**Fig. 3:**
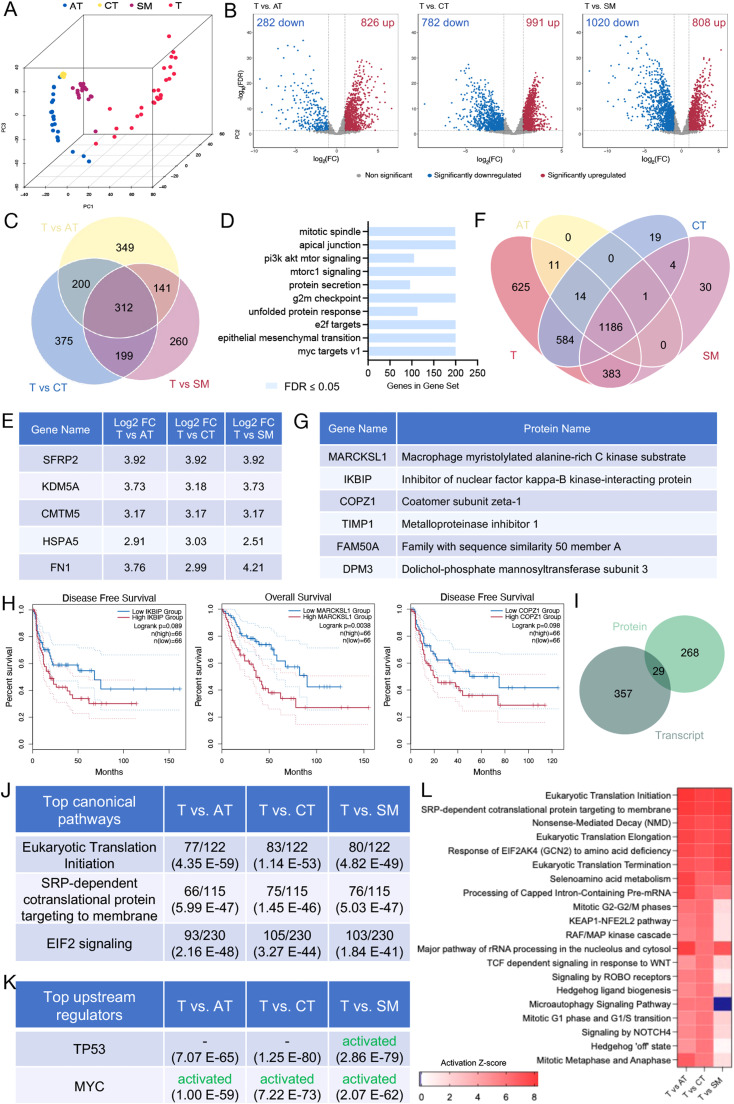
Proteomic analysis of FSA and its NT highlights unique expression patterns of tumor compared to the surrounding. A) 3D-Principal Component Analysis plot of proteins detected in tumor and each NT from 27 feline FSA. PCA was performed using all identified proteins. B) Volcano plots featuring differentially expressed proteins between the tumor and each NT. Cutoff values for significance (|log_2_FC| ≥ 1 and FDR < 0.05) are indicated using grey dashed lines. P-values were calculated using ANOVA. C) Venn diagram illustrates all upregulated proteins in the tumor compared to each NT, identified with a threshold of log_2_FC of > 1 and FDR < 0.05. D) GSEA using HALLMARK pathways on all commonly upregulated proteins in tumor compared to NT. E) Top 5 most abundant proteins detected in T compared to each NT (log_2_FC > 1, FDR < 0.05). F) Venn diagram showing proteins identified across all tissue types. G) List of the 6 tumor-exclusive proteins that were detected in every single tumor sample. H) Kaplan-Meyer curves for high/low IKBIP, MARCKSL1 and COPZ1 expressing tumors using the TCGA-SARC dataset. I) Venn diagram of the overlap of proteins and transcripts significantly upregulated in T vs all NT. J) Top canonical pathways were detected in T vs AT, CT and SM using ingenuity pathway analysis (IPA). Values on the top indicate the number of detected targets / number of targets attributed to the respective dataset; values in brackets represent p-values. K) Top upstream regulators detected in T vs AT, CT and SM using IPA. The top indicates the predicted activation status, and the values in brackets represent p-values. L) The activation status of the top 20 upregulated canonical pathways in T vs AT, CT and SM.

Of all detected proteins, 19 were found only in samples of CT, 30 were specific to SM, and 625 were exclusive to tumor tissue, while none were detected only in AT (Fig. 3F and Supplementary Table 6). ORA using HALLMARK pathway of these 625 tumor exclusive proteins identified enrichment of Mitotic spindle, E2F targets, G2M checkpoint, inflammatory response, and Myc targets among others (Supplementary Fig. 5). 137 of these proteins were detected in >80 % of cases (i.e. 22/27), 77 in 90 % (i.e. 24/27) and 6 proteins were present in every single tumor sample analyzed (Supplementary Table 7). These 6 tumor-exclusive proteins detected in every single sample comprised MARCKSL1, IKBIP, COPZ1, TIMP1, FAM50A and DPM3 (Fig. 3G).

As feline FSA are considered highly malignant forms of STS, we next evaluated whether these tumor-exclusive proteins were associated with tumor aggressiveness. To this end, we assessed the association of their expression with disease-free interval or overall survival in human STS using the TCGA-SARC dataset (Fig. 3H). Indeed, this analysis found high levels of IKBIP, MARCKSL1 and COPZ1 levels to be associated with shorter disease-free interval or survival (IKBIP: disease-free interval (p = 0.089), MARCKSL1: overall survival (p = 0.0038), COPZ1: disease-free survival (p = 0.098)). Therefore, these data suggest that high expression of these proteins is associated with a negative impact on human STS.

It is well-established that increased levels of RNA do not necessarily translate to increased protein levels. Correlation between proteomic and transcriptomic data using the log_2_(FC) values from comparisons of T vs AT, CT, and SM were very moderate (r = 0.37 for AT, r = 0.37 for CT, and r = 0.53 for SM; Supplementary Fig. 6). As such, this demonstrates that transcriptomic and proteomic analysis of patient tissue yields complementary information and enables a more comprehensive view than either analysis alone. To understand which of the significantly upregulated proteins in tumor were also upregulated on the RNA level, we computed the overlap between the datasets. The Venn diagram revealed an overlap of 29 shared targets, including FN1, POSTN, and RUNX2, further validating the upregulation of these targets in feline FSA (Fig. 3I and Supplementary Table 8).

Analysis of the expression differences between tumor and NT using QIAGEN Ingenuity Pathway Analysis detected eukaryotic translation initiation, SRP-dependent co-translational protein targeting to membrane and EIF2 signaling as the top canonical pathways in all three comparisons of tumor vs NT (Fig. 3J). Identification of top upstream regulators revealed TP53 and MYC activation in tumor tissue (Fig. 3K). Finally, assessment of the activation status of the top 20 activated canonical pathways further reinforced the massive emphasis on RNA- and translation-related pathways in feline FSA, as well as involvement of WNT and hedgehog signaling (Fig. 3L).

In conclusion, the proteomic signature clearly differentiates feline FSA tumor tissue from unaffected AT, CT and SM, revealing a massive dependence on translation-related pathways and a significant number of proteins either strongly overexpressed in or restricted to tumor tissue that could potentially serve as tumor-specific markers.

### Feline FSA comprises subtypes characterized by neuronal, fibroblastic and inflammatory expression patterns potentially associated with differences in clinical behavior

Assessment of patient outcome within the cohort allowed identification of two subgroups of patients with differing clinical outcome. Five patients that showed worse survival time than expected (i.e. survival < 500 days when excised with clean margins or < 60 days with unclean margins or cases with metastatic disease/systemic failure) were classified as ‘highly aggressive’ (HA), while 7 patients that surpassed survival > 500 days after resection (some even despite R1 margins) and without metastases were classified as ‘low-aggressive’ (LA; Table 1 and Supplementary Table 9). 

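Between the 5 HA and the 7 LA tumors, 8 genes were higher and 60 lower in HA at a log2(FC) beyond 2 and an unadjusted p under 0.01, out of 13664 tested. None had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 625 had an unadjusted p under 0.05. The number of lower genes moved most without the low-count filter, to 368, and that of higher genes rose most with the likelihood ratio test, to 29. Of 100 divisions of the 12 tumors into 5 and 7, the real one included, 28 gave as many genes. Hierarchical clustering on the called genes returned the groups exactly for the real division and for 45 of the 100 divisions in all. The LA tumors of cats 13, 14 and 15 come from cats 11 to 17, and no HA tumor does. Without these 3 tumors, 12 genes were higher and 17 lower in HA, and 11 of the 68 genes were called again. With each tumor left out in turn, the number of lower genes lay between 29 (without LA tumor 13) and 141 (without HA tumor 8), and that of higher genes between 4 and 17. The totals ranged from 6655671 to 14585035 counts in HA and from 5102237 to 10770305 in LA.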

Differential gene expression analysis between these two groups using log_2_(FC) > 2, p < 0.01 detected 79 significantly deregulated targets (11 up- and 69 downregulated), which also clearly separated both groups by unsupervised clustering (Fig. 4A and B). GSEA revealed a strong enrichment of immune-related pathways including phagocytosis, engulfment, antigen processing and presentation, adaptive immune response, and B cell receptor signaling in the HA group (Fig. 4C). In contrast, processes involved in transmembrane transport, synaptic membrane adhesion, regulation of presynapse assembly and myelination as well as cilium movement were enriched in LA tumors, potentially hinting at a more neuronal-like differentiation state of these tumors (Fig. 4C). To assess functional differences between these two groups on the protein level, we next investigated the respective LC-MS/MS data using single sample Gene Set Enrichment Analysis (ssGSEA) focusing on the top 20 pathways with highest variance. Interestingly, this identified clear differences in the inflammatory response pathway as well as the complement and coagulation cascade, both of which were highly enriched in LA tumors as opposed to HA tumors (Fig. 4D). Moreover, the HA tumors were characterized by a significantly higher enrichment of DNA replication and DNA mismatch repair-associated pathways. These data suggest that differences in immune-related and neuronal RNA expression patterns are associated with tumor aggressiveness in feline FSA due to functional differences in the activation status of inflammatory response, complement and coagulation as well as DNA replication.

**Fig. 4:**
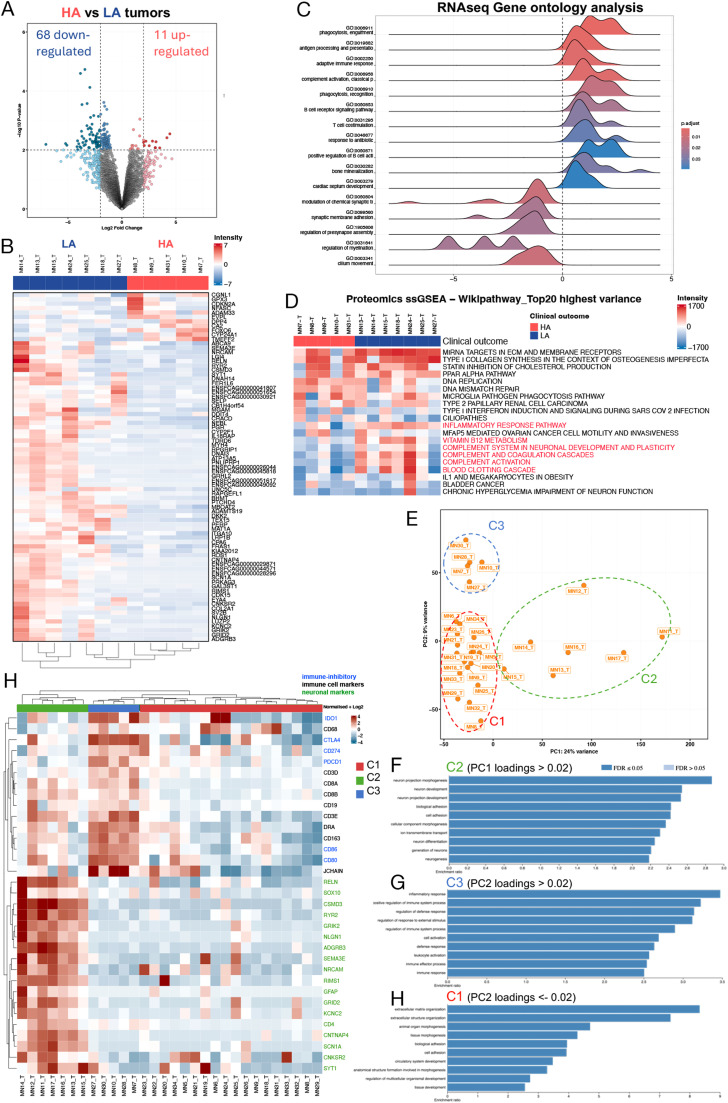
Identification of transcriptomic and proteomic features in feline FSA associated with differences in clinical behavior. A) Volcano plot of differentially expressed genes between highly aggressive (HA) and lowly aggressive (LA) tumors. Cutoff values for significance: |log_2_FC| ≥ 2 and p = 0.01. B) Heatmap showing unsupervised clustering of significant differentially expressed genes from A. C) Ridge plot showing Gene Set enrichment analysis of differentially expressed genes from B. D) Top 20 pathways with the highest variance between HA and LA tumors in the proteomic dataset assessed using single sample GSEA and Wikipathway. E) PCA of all tumors using all transcripts with the three molecular clusters C1 (fibroblastic), C2 (neuronal-like) and C3 (inflammatory) indicated in dashed lines. F-H) ORA of PC1 loadings > 0.02 (F), PC2 loadings > 0.02 (G), or PC2 loadings <-0.02 (H) from E using Gene Ontology of Biological Processes. I) Heatmap of unsupervised clustering results, based on transcripts restricted to neuronal and immune-related features, differentiates between the three clusters C1 – C3.

To further explore feline FSA in molecular detail, we expanded the analysis to all included cases. Interestingly, PCA of tumor samples using all transcripts suggested the existence of 3 different tumor clusters: while 17 samples grouped tightly together to form a main cluster (C1), a second cluster (C2) composed of 7 tumors was clearly separated along PC1 from the main bulk of specimens, and a third cluster of 5 tumors was separated along PC2 (C3) (Fig. 4E). 

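The PCA of the 30 tumors on the 11319 genes that passed the low-count filter gave components of 12.9% and 10.1% of the variance. Cluster membership was taken from the labels of Fig. 4E, where C1 holds 18 tumors, C2 the 7 tumors of cats 11 to 17 and C3 5 tumors. On PC1 the mean score was 44.4 ± 48.5 (SD, n = 7) in C2, -18.9 ± 21.3 (SD, n = 18) in C1 and 5.89 ± 10.8 (SD, n = 5) in C3, and 4 of the 7 C2 tumors lay above every other tumor. On PC2, all 5 C3 tumors (38.9 to 78.7) lay above every other tumor, whose highest score was 28.9. This number was 3 with genes scaled to unit variance, 2 without the low-count filter and 0 with the 1000 most variable genes. Counted against C1 tumors only, it was 3, 5 and 2 under these settings. No test between the clusters was made, since they were drawn on these data. The separation of C2 depended on the low-count filter. With all 19487 genes that had a count, PC1 held 31.4% of the variance and all 7 C2 tumors lay above every other tumor on it, while with the 1000 most variable genes 1 of 7 did. The median total was 5102237 counts in C2, 10181688 in C1 and 10502208 in C3.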

To understand the molecular differences driving these three clusters, we further assessed the main loading factors driving PC1 and PC2. 

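Loadings over 0.02 were found for 286 genes on PC1 and 350 genes on PC2, and negative loadings of a size over 0.02 for 285 genes on PC2. The median count of the 286 genes was 77 per C2 tumor and 48 per C1 tumor, against 116 and 252 for all genes in the PCA. In C1, 7.98% of the counts of the 286 genes were 3 or fewer. The 350 genes had a median count of 557 per C3 tumor and 110 per C1 tumor. With genes scaled to unit variance, 15 genes passed the limit on PC1. The number was 246 without the low-count filter, 441 with the 1000 most variable genes and 463 without TMM. The mean log2 CPM of the 286 genes was 4.05 ± 0.74 (SD, n = 7) in the tumors of cats 11 to 17 and 2.40 ± 0.65 (SD, n = 23) in the others. In the NT libraries, in which these genes were not selected, cats 11 to 17 were also higher than the other cats, by 1.03 in AT, 1.54 in CT and 1.37 in SM (two-sided exact permutation test within each tissue, p = 4.6e-04, 0.0061 and 8.8e-04, adjusted 0.0013, 0.0061 and 0.0013).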

ORA of PC1 loadings using Gene Ontology of Biological Processes revealed highly significant enrichment of pathways involved in neuron development and differentiation as well as ion transmembrane transport (Fig. 4F), while PC2 loadings > 0.2 were enriched for processes involving inflammatory responses, the immune system and leukocyte activation (Fig. 4G). Finally, assessment of PC2 loadings < -0.02 revealed processes centered around extracellular matrix structure and organization, suggesting overrepresentation of mesenchymal functions associated with fibroblast function (Fig. 4G). As such, these results suggest the existence of three separate tumor subtypes within the morphological feline FSA cluster.

As the features that led to separation of C2 along PC1 were highly reminiscent of the neuronal features identified in the LA group, we manually curated the gene signature highly expressed in LA tumors to include only neuron-related targets (as per GSEA) and applied this to perform unsupervised hierarchical clustering of the full patient cohort. Strikingly, this revealed a clear separation of the samples in the C2 cluster from the other tumors (Fig. 4H). Hence, the tumors in cluster C2 seem to correspond to a neuronal-like STS subtype that is associated with less aggressive clinical behavior. 

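Of the 7 tumors in C2, 3 were LA, none was HA and 4 had no outcome group. Of the tumors outside C2 with an outcome group, 5 were HA and 4 LA. A two-sided Fisher's exact test gave p = 0.205, the smallest that 3 such tumors allow in this direction, so the test could not pass 0.05 in it. In C1, 3 tumors were HA and 3 LA, and in C3 2 were HA and 1 LA. The 7 cats of C2 included 6 males, and the 23 others 6. From clustering all tumors on neuron-related genes high in LA tumors, the paper proposes that C2 is a neuronal-like subtype with less aggressive behavior.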

Of note, these tumors showed expression of the two neuronal markers Sox10 and GFAP. Moreover, closer inspection of the main features driving the separation of C3 along PC2 identified the immunosuppressive factors IDO1, CTLA4 and CD80 among the top 12 loadings. Based on this, we assessed expression of these and other well-annotated immunosuppressive features (CD274/PD-L1, PDCD1/PD-1, CD86) as well as markers for T-cells (CD3, CD8A, CD8B) and B-cells (CD19, DRA, JCHAIN) (Fig. 4H). While T- and B-cell markers were present in both C2 and C3 tumor samples, C1 tumors appeared to be much less immune-infiltrated. Importantly, expression of immune-inhibitory molecules was strongly restricted to tumors of the C3 cluster, whereas the neuronal-like C2 tumors showed much less evidence of immunosuppression.

In conclusion, feline FSA comprise three different molecular subtypes characterized by neuronal-like, fibroblastic and inflammatory expression patterns that may influence clinical behavior. These results highlight the need for more refined molecular diagnostic approaches to improve classification and diagnosis of feline FSA.

### Feline FSA displays a high grade of molecular homology with both canine FSA and human fibroblastic sarcomas allows identification of tumor markers and therapeutic vulnerabilities

Given the suggested similarity between feline, canine and adult FSA and in view of feline FSA as potentially useful model for the human condition, we next wanted to exploit the degree of molecular similarity across these three species. Due to the lack of transcriptomic data on adult FSA, we assessed interspecies similarity on the protein level, taking advantage of a recent proteomic dataset comprising 8 cases of ‘other fibroblastic sarcomas’ (other FS), the only available dataset for adult FSA [49], which however only contains matched normal CT for two cases. We postulated that if feline and human tumors were to share a high level of molecular homology, protein expression in the feline and human datasets should exhibit a similar expression pattern. To test this hypothesis and compare the two species, we ranked all tumor-derived proteins based on their expression in the feline dataset from low to high and assessed the enrichment of targets from ‘other FS’ in this list. Strikingly, the 50 % highly expressed genes in human STS (red vertical bars) were strongly enriched towards highly expressed genes in felines (right side) and vice versa for the lowly expressed proteins, demonstrating a very high correlation and wide-ranging conservation in protein expression between the two species (Fig. 5A). To further understand the overlap in significantly overexpressed features in feline FSA with human other FS, we computed the overlap between these two datasets. Interestingly, 251 of the 297 feline overexpressed proteins (15 did not have an annotated gene name and hence could not be compared) were also detected in human other FS (Supplementary Table 10). Importantly, 207 of these proteins had an average expression level among the top 32 % of all expressed proteins in human tumors, suggesting that these might represent good markers to differentiate tumor from adjacent NT also in human patients. Cross-comparison with the data for 26 human MFS, which are also fibroblastic tumors, revealed a highly similar picture, with 200 common proteins that had an average expression level among the top 29 % expressed proteins. ORA of the 199 proteins shared across both comparisons revealed a massive enrichment for RNA processing and ribosome-related processes, suggesting that targeting transcription could represent a potential therapeutic vulnerability in these tumors (Fig. 5B). As such, our feline dataset serves to identify features significantly overexpressed in tumor compared to normal tissue that are shared across species, supporting stratification of potential tumor-markers in the human dataset.

**Fig. 5:**
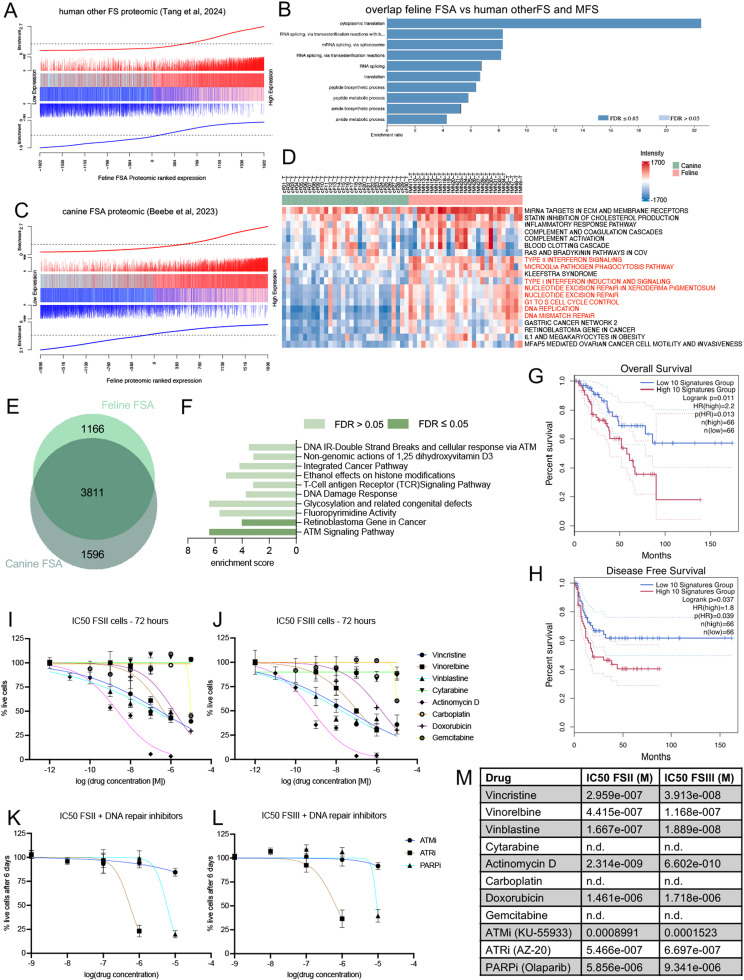
Cross-species assessment of feline, human and canine FSA. A) Competitive gene set testing to compare proteomic data from feline FSA and ‘human other FS’. B) ORA of the 199 shared highly expressed proteins between feline FSA, human other FS and human MFS. C) Competitive gene set testing to compare feline FSA proteomic data to canine FSA. D) Top 20 pathways from ssGSEA using Wikipathway for proteomic data from all canine and feline FSA. E) Venn diagram showing overlap of proteins identified in feline and canine FSA. F) ORA using KEGG pathways for the unique feline proteins in E. G – H) Kaplan-Meyer plot showing overall survival (G) and disease-free survival (H) in the TCGA-SARC cohort based on high/low expression of the 10-gene signature identified in F. I – L) Sensitivity of feline FSII (I, K) and FSIII (J, L) cells to various drugs after exposure for 72h (I, J) or 6 days (K, L). Data shown are mean from n = 6 assays ±SD. The colored lines indicate nonlinear fit IC50 curves for each cell line. M) Table detailing IC50 for both cell lines, as calculated from I – L.

To extend our cross-species analysis to also include canine FSA, we next compared our proteomic dataset to a canine FSA LC-MS/MS dataset that we had generated using the same approach [32]. Again, comparison between the feline and the canine protein datasets revealed a very significant enrichment of highly and lowly expressed genes, respectively (Fig. 5C), suggesting a strong conservation of protein expression between the two species. Despite the wide-ranging homology between feline and canine FSA, feline FSA generally display a more aggressive clinical behavior than the canine counterpart. To address whether we could identify molecular features driving this clinical observation, we performed ssGSEA using Wikipathway for all canine and feline proteomic tumor samples. This revealed striking differences between the two species: in contrast to canine FSA, feline tumor samples had a strong enrichment for type I and II interferon signaling, phagocytosis and transactions involving DNA replication and repair mechanisms, including nucleotide excision repair and DNA mismatch repair (Fig. 5D). This suggested a tumor-promoting role for interferon-mediated immune transactions and DNA replication and -repair related features. To further assess interspecies differences, we performed ORA analysis using KEGG pathways to compare proteins found uniquely in the feline but not the canine tumor samples (Fig. 5E). This revealed a significant overrepresentation of ATM signaling, a key component in DNA damage signaling and repair, as well as retinoblastoma gene activity (Fig. 5F). As DNA repair pathways have been identified as interesting potentially druggable targets in a subset of human STS and have sparked currently running clinical trials [61,62], we further wanted to assess the relationship of the respective genes with clinical outcome in the human TCGA dataset. To do this, we generated a gene signature containing the relevant genes and examined their association with overall survival and disease-free interval (Supplementary Table 11). Strikingly, compared to patients with low expression of the signature, patients with high expression of our feline DNA repair signature had a significantly shorter disease-free interval as well as overall survival (Fig. 5G and H). As such, these results suggest feline FSA to represent highly interesting models for clinical assessment of therapies for very aggressive forms of human STS.

Adjuvant systemic therapy to improve tumor control after surgical excision would be highly beneficial but is complicated by the high chemoresistance of feline FSA. We therefore set out to explore potential therapeutic vulnerabilities based on our molecular insights using two feline FSA cell lines (FSII and FSIII, Fig. 5I - M). Consistent with a strong dependence on RNA transcription, both cell lines displayed a striking sensitivity towards Actinomycin D, an inhibitor of RNA transcription, with IC50 concentrations in the low nanomolar range or below (Fig. 5I and J). Further, in accordance with strong overrepresentation of mitotic spindle and G2M checkpoint activation, cells were sensitive towards the Vinca-Alkaloids Vincristin, Vinblastin, and Vinorelbin that interfere with microtubule polymerization and therefore block mitotic cell division, as well as Doxorubicin, a DNA intercalating agent. In contrast, the nucleoside analogues Cytarabine and Gemcitabine, as well as Carboplatin (a DNA cross-linking agent) failed to exert any significant effect on the feline FSA cells. Based on the overrepresentation of DNA repair signaling pathways in feline FSA, we next assessed the influence of specific inhibitors of ATM (KU-55933, ATMi), ATR (AZ-20, ATRi) and PARP (Olaparib, PARPi). While cells did not display sensitivity to ATMi, both ATRi and PARPi were able to induce significant reduction in cell viability after 6 days of incubation (Fig. 5K - M). This identifies the potential for ATR and PARP inhibitors for the treatment of feline FSA patients.

As such, our comprehensive molecular characterization identifies feline FSA as interesting and clinically amenable models for aggressive human STS, and identify therapeutic vulnerabilities based on their molecular features.

## Discussion

Human adult FSA represent very rare STS that are diagnosed based on exclusion due to a lack of subtype-specific diagnostic markers [4]. Specific molecular data on adult FSA is still exceedingly scarce with a total of n = 8 patients that have been analyzed by proteomic profiling [49], and no available RNAseq data to date. This lack of detailed molecular data on these tumors and how they differ from adjacent normal tissue impedes identification of diagnostic and therapeutic targets to develop novel approaches for affected patients. Moreover, even if novel therapy approaches are identified, the scarcity of the disease makes clinical assessment in affected patients practically impossible, a situation that is further exacerbated by the absence of clinically relevant models. Here, feline FSA represent a potential solution to support clinical assessment of novel therapies to benefit patients of both species. However, with transcriptomic data from only n = 3 FISS patients available [63], the molecular fingerprint of feline FSA remains obscure. This precludes identification of novel therapeutic strategies as hinders unbiased cross-species comparisons to assess the values and limitations of the feline model to inform on therapies to benefit patients of both species. To address this gap of knowledge, we provide a detailed molecular landscape of 30 cases feline FSA and its matched NT using tissue-resolved multiomic profiling that allows identification of tumor-specific targets and detailed insight into the molecular underpinnings of these feline tumors to improve diagnosis, prognosis, and treatment strategies for both species.

While spatial RNA sequencing approaches have recently emerged as to deliver spatially resolved transcriptomic insight into patient tissue [64], discovery-based detection of proteins within the tissue context is only emerging, and most available approaches, such as imaging mass cytometry, rely on antibody-dependent detection of a small number of targets [65]. This limits protein detection to predefined targets for which high-quality antibodies exist and is not directly adaptable to other species given difficulties in epitope conservation that interfere with antibody-mediated detection. Our tissue-resolved approach that can be applied to archival material represents an ideal workflow to species-independent discovery-driven assessment of patient tissue for both RNA and protein, especially in the case of STS, where rarity and heterogeneity of the disease add additional challenges to molecular investigations. Both transcriptomic and proteomic analysis of patient tissue offer exciting tools to complement genetic data and support translational research. Moreover, the combined assessment can significantly contribute towards understanding the molecular mechanisms driving STS growth and progression, identifying novel biomarkers or therapy responses and identification of novel therapeutic targets. In addition, proteins represent the largest and most functional group of druggable targets, and transcript levels do not necessarily correlate with protein levels (Supplementary Figure 6). The latter constitutes one of the most important strengths of proteomic assessment of patient tissue. Nevertheless, combined assessment of both RNA and protein data allows a much more thorough insight into the tissue, as the coverage of transcriptomic analysis still is much broader – in this study, RNAseq identified 3.5-fold more targets than LC-MS/MS (Fig. 1D). In certain tissues, detection of proteins is more difficult than others, as demonstrated by the lower number of detected proteins in AT compared to the other tissues (Fig. 1D). Also, it is well-established that certain proteins are highly difficult to detect using LC-MS/MS, such as cytokines with low abundance [66]. In such cases, RNAseq data can significantly aid data interpretation. Hence, transcriptomics and proteomics represent complementary rather than redundant viewpoints that can be used to assess different questions (Fig. 3I).

While the recently available large-scale proteomic studies of human STS are very interesting and highly valuable [49,67], there are important limitations to the chosen approaches that our study addresses: firstly, these analyses are based on ‘tumor-enriched’ bulk approaches (i.e. containing up to 30 % of surrounding normal tissue per sample), secondly, neither of these studies has included specifically defined matched adjacent NT, which precludes identification of targets that specifically allow differentiation of tumor from its native surroundings. Thirdly, complementary RNAseq data is available only for a very small subset of 25 angiosarcoma, which limits assessing the combined power of transcriptome and proteome analysis. Finally, only 8 cases of fibroblastic STS were included in these large cohorts, which heavily limits the available data for these very rare tumors. Here, our study across 30 feline FSA provides highly valuable data to assess expression of candidate targets on protein and RNA level across three normal tissues that these tumors need to frequently be distinguished from, with relevance also for human STS (Fig. 2, Fig. 3). As such, this approach allows identification of tumor-specific diagnostic markers, which is of specific relevance also for the STS field, where correct diagnosis remains a challenge, especially so in the case of adult FSA, an exceedingly rare and aggressive tumor subtype lacking any specific marker of differentiation and represents a diagnosis of exclusion [4]. Moreover, our data is of specific value also with regards to development of targeted therapeutic approaches for STS, including strategies to selectively enrich radionuclides, fluorescent dyes, cytostatics, or CAR-T cells in the tumor using specific ligands [[68], [69], [70], [71]]. We anticipate refinement, validation and preclinical development of such targets in follow-up projects to support translating these insights into clinical practice.

In contrast to human STS, where molecular diagnosis allows classification of >100 different STS subtypes, diagnosis of veterinary STS entities is still largely based on histomorphology – especially so for feline tumors. This lack of granularity, combined with the inherent difficulty of diagnosing STS based on histomorphology alone [4], likely contributes to diagnostic inaccuracy and failure to identify existing subtypes that may also differ with regards to clinical prognosis. Interestingly, on the RNA level, we identified immune-mediated features and neuronal expression signatures as distinctive features between highly vs lowly aggressive behaving tumors, respectively (Fig. 4A-C). Moreover, expanding the analysis to the full dataset, we identify three subsets of tumors, C1 – C3. C1 is characterized by a fibroblastic gene expression pattern, consistent with the suggested fibroblastic origin of these tumors. Meanwhile, tumors in the C2 subset exhibit a neuronal expression signature, and the C3 subset features high expression of factors involved in immune regulation (Fig. 4E-H). With extensive expression of immunosuppressive targets, tumors of the C3 subset may be amenable to immune-checkpoint blockade. C2 are reminiscent of the group of peripheral nerve sheath tumors (PNSTs). In both humans and cats PNSTs come in different clinical flavors: they can range from benign subtypes, such as Schwannomas, to highly malignant tumors [4,72]. Importantly however, feline PNSTs that present histologically malignant features have never been documented to metastasize, suggesting these tumors in cats to behave in a more benign fashion than in humans [72]. In sharp contrast to this, ‘classic’ feline FSA are highly aggressive tumors that are characterized by poorly defined tumor margins, a high tendency to infiltrate surrounding tissue, form tumor extensions and satellite lesions and frequently display a high grade of malignancy, with a moderate metastatic rate [[73], [74], [75], [76], [77], [78], [79]], a range of local recurrence following surgical resection between 11-80 % and reported median survival times from 390 – 901 days [[79], [80], [81]], resulting in a very guarded prognosis. As such, the identification of a subset of feline FSAs with neuronal-like expression pattern that may coincide with more benign clinical behavior is relevant, if validated in further studies. ssGSEA of the proteomic data between highly and lowly aggressive tumors suggests a possible connection between the benign behavior of these neuronal-like tumors with a significant enrichment of inflammatory responses and activation of the complement and coagulation cascades (Fig. 4D). Interestingly, activation of the complement and coagulation system in human DDLPS has very recently been described to be associated with a significantly longer local recurrence-free survival [82]. Though these tumors in general display less tumor-infiltrating lymphocytes than tumors with low activation scores in these pathways, the complement system is an innate immune defense mechanism that precedes activation of adaptive immunity and deficiency therein impairs both B- and T-cell responses [83]. It is important to highlight here, that RNA and protein data yield opposing information regarding activation of several pathways, including the complement system. This is a feature that has only recently come to attention specifically also in STS, in the wake of more extensive proteomic analysis of patient tissues and may explain some of the discrepancies with previous literature linking high transcriptomic levels of complement activation with tumor malignancy [83]. As proteins represent the functional workunits of a cell, proteomic data might represent more faithfully the actual activation status of given pathways. Hence, these data suggest the existence of several molecular subtypes of feline FSA that also differ with regards to their clinical behavior, with immune-infiltrated tumors expressing high levels of checkpoint inhibitors and thus potentially amenable for treatment with ICI, and neuronal-like tumors associated with a potentially better clinical outcome. Moreover, this clearly highlights the need for more refined molecular diagnostic approaches to improve classification and diagnosis of feline FSA.

To assess the potential of feline FSA as clinically amenable models to assess therapeutic strategies in a structured manner to inform novel therapeutic approaches for human patients, we analyzed to what extent molecular features are conserved between feline and human data. Comparison of our data with the proteomic dataset on FSA and MFS by Tang *et al* [49] revealed striking similarities between the two species and demonstrated the use of our feline dataset to identify and prioritize potential tumor-targets conserved across both species (Fig. 5A and B). Moreover, by leveraging well-documented differences in clinical behavior between canine and feline FSA, we identified selective enrichment of DNA repair pathways in feline FSA and demonstrated a connection with tumor aggressiveness also in human STS (Fig. 5 D - H).

The established standard treatment for feline FSA is radical surgical excision. However, in a substantial number of feline FSA patients, satisfactory tumor control cannot be achieved with surgery alone. Additional therapeutic strategies using systemic treatment could be highly beneficial – particularly also in the metastatic setting - but is complicated by the high chemoresistance of feline FSA. To identify therapeutic vulnerabilities for neo-/adjuvant use to treat feline FSA, we selected a series of clinically available drugs based on the molecular features identified above for assessment of cell sensitivity of feline FSA cell lines. This validated the striking dependence of FSA on processes involving RNA transcription (Actinomycin, Doxorubicin) as well as mitotic spindle and G2M checkpoint activation (Vinca-Alkaloids) and uncovered a potential vulnerability of FSA towards ATR and PARP inhibition (Fig. 5I - M). Neo- and adjuvant treatment with the Doxorubicin-stereoisomer Epirubicin combined with surgery demonstrated superior tumor-free survival rates and disease-free interval compared to historic controls in 21 cats [84]. Though not widely used currently, Actinomycin has been used in cats in the context of a rescue protocol for feline lymphoma [85], and Vinca-Alkaloids are clinically used in cats for other malignancies, but none of these has undergone thorough clinical assessment in the context of FSA. Interestingly, DNA repair pathways have been identified as potentially druggable targets in a subset of human STS and have sparked currently running clinical trials [61,62]. To our knowledge, DNA repair inhibitors have not yet been assessed in the context of feline FSA or indeed any feline tumor. As such, our results uncover the therapeutic potential of ATR and PARP inhibition in the context of feline FSA for further clinical assessment.

Collectively, the results presented herein will serve as a starting point for further studies specifically on feline FSA and its potential as a clinically amenable model for adult FSA. Better understanding of the biology driving these tumors will promote the development of novel diagnostic and therapeutic approaches to benefit patients from both species.

## Data and code availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [86] partner repository with the dataset identifier PXD055198. The RNA sequencing raw data was submitted to the GEO repository and is available under the accession id GSE275872. All other data supporting our findings is contained in the manuscript and in the supplementary figures and tables.

## CRediT authorship contribution statement

**Mikiyo Weber:** Writing – review & editing, Writing – original draft, Visualization, Validation, Resources, Methodology, Investigation. **Daniel Fuchs:** Writing – review & editing, Visualization, Validation, Software, Resources, Methodology, Investigation, Formal analysis, Data curation. **Amiskwia Pöschel:** Writing – review & editing, Visualization, Methodology, Investigation. **Erin Beebe:** Writing – review & editing, Supervision, Methodology, Formal analysis, Data curation. **Zuzana Garajova:** Methodology, Investigation. **Armin Jarosch:** Conceptualization, Investigation, Resources, Writing – review & editing. **Laura Kunz:** Writing – review & editing, Resources, Methodology, Investigation. **Witold Wolski:** Writing – review & editing, Software, Methodology, Investigation. **Lennart Opitz:** Writing – review & editing, Software, Methodology, Data curation. **Franco Guscetti:** Writing – review & editing, Validation, Methodology, Investigation. **Mirja C. Nolff:** Writing – review & editing, Writing – original draft, Supervision, Investigation, Formal analysis, Conceptualization. **Enni Markkanen:** Writing – review & editing, Writing – original draft, Supervision, Project administration, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Transcriptomic and proteomic profiling identifies feline fibrosarcoma as clinically amenable model for aggressive sarcoma subtypes
**Source:** Neoplasia. 2024 Dec 15;60:101104. doi: 10.1016/j.neo.2024.101104
**Supplement:** Supplementary file 2

Supplementary Figures

**Transcriptomic and proteomic profiling identifies feline fibrosarcoma as clinically amenable model for aggressive sarcoma subtypes**

Mikiyo Weber, Daniel Fuchs, Amiskwia Pöschel, Erin Beebe, Zuzana Garajova, Laura Kunz, Witold Wolski, Lennart Opitz, Franco Guscetti, Mirja C. Nolff and Enni Markkanen

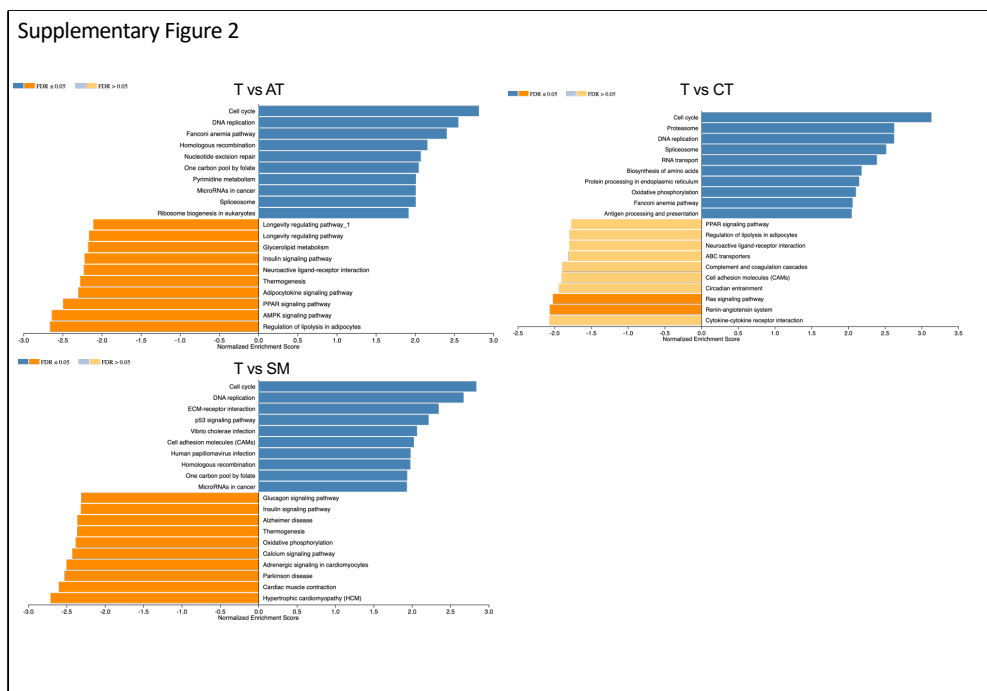

Supplementary Figure 2: GSEA of significantly differing transcripts between T and respective NT. GSEA was performed using the KEGG pathway with only the significant transcripts (FDR < 0.05).

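An adjusted p-value under 0.05, without a limit on the log2(FC), was reached by 4794 genes between T and AT, 3934 between T and CT and 8350 between T and SM. With the cat as a block the number for T and CT fell to 2537. Without cats 11 to 17 the numbers were 4786, 3841 and 8385. The identifiers could not be paired with pathway members, so the pathways themselves were not analysed here.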

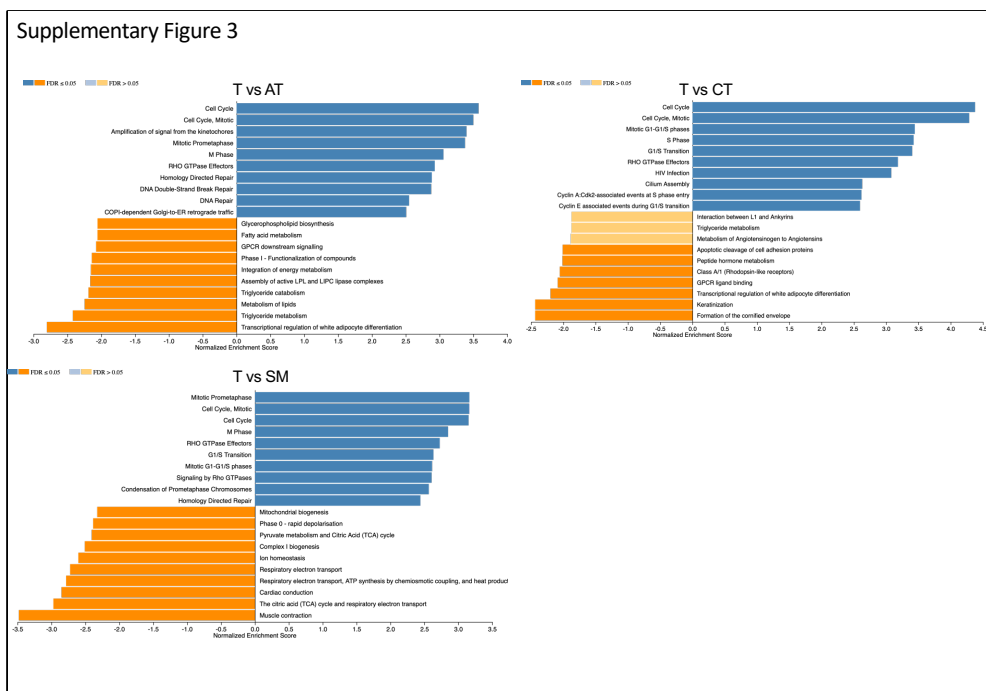

Supplementary Figure 3: GSEA of significantly differing transcripts between T and respective NT. GSEA was performed using the Reactome pathway with only the significant transcripts (FDR < 0.05).

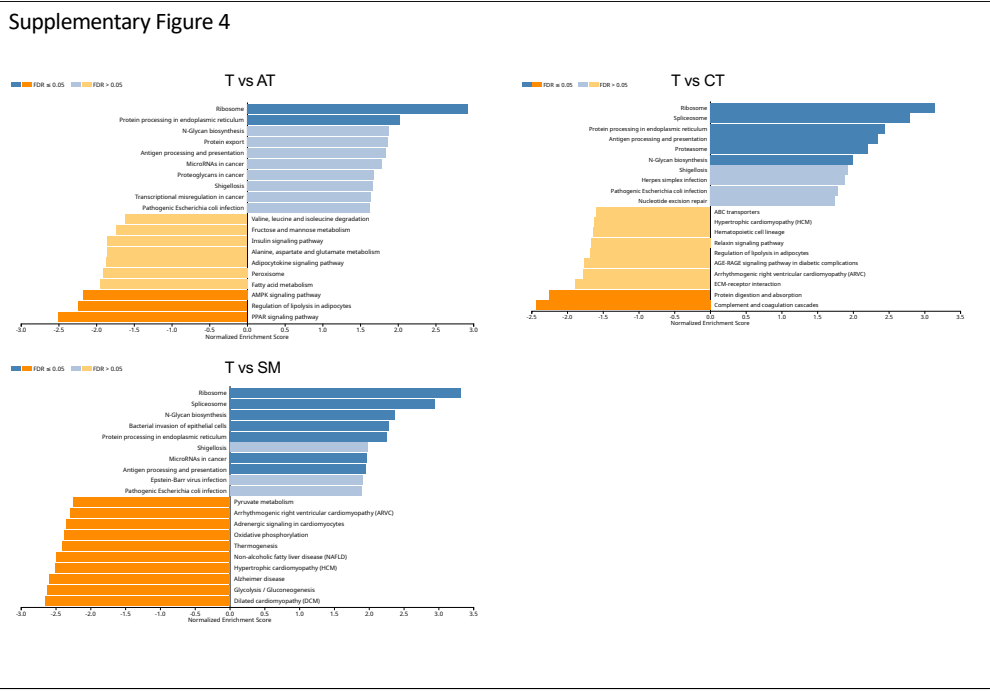

Supplementary Figure 4: GSEA of significantly differing proteins between T and respective NT. GSEA was performed using the KEGG pathway with only the significant proteins (FDR < 0.05).

Supplementary Figure 5

| Overlap Results                            |                         |                                                                                                                       |                        |        |          |
|--------------------------------------------|-------------------------|-----------------------------------------------------------------------------------------------------------------------|------------------------|--------|----------|
| Gene Set Name                              | # Genes in Gene Set (N) | Description                                                                                                           | # Genes in Overlap (K) | k/K    | p-value  |
| HALLMARK_MITOCHOTIC_SPMOLE                 | 199                     | Genes important for mitotic spindle assembly.                                                                         | 18                     | 0.0905 | 1.72E-11 |
| HALLMARK_ESF_TARGETS                       | 200                     | Genes encoding cell cycle related targets of E2F transcription factors.                                               | 18                     | 0.0905 | 1.87E-11 |
| HALLMARK_G2M_CHECKPOINT                    | 200                     | Genes involved in the G2M checkpoint, as in progression through the cell division cycle.                              | 11                     | 0.0550 | 1.87E-05 |
| HALLMARK_MYC_TARGETS_V2                    | 58                      | A subgroup of genes regulated by MYC - version 2 (v2).                                                                | 6                      | 0.1034 | 4.86E-05 |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 200                     | Genes defining epithelial-mesenchymal transition, as in wound healing, fibrosis and metastasis.                       | 10                     | 0.0500 | 1.03E-04 |
| HALLMARK_GLYCOLYSIS                        | 200                     | Genes encoding proteins involved in glycolysis and gluconeogenesis.                                                   | 10                     | 0.0500 | 1.03E-04 |
| HALLMARK_HYPOXIA                           | 200                     | Genes up-regulated in response to low oxygen levels (hypoxia).                                                        | 10                     | 0.0500 | 1.03E-04 |
| HALLMARK_INFLAMMATORY_RESPONSE             | 200                     | Genes defining inflammatory responses.                                                                                | 10                     | 0.0500 | 1.03E-04 |
| HALLMARK_TNF_SIGNALING_VIA_NFkB            | 200                     | Genes regulated by NF-kB in response to TNF [GeneID:7124].                                                            | 10                     | 0.0500 | 1.03E-04 |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE         | 113                     | Genes up-regulated during unfolded protein response, a cellular stress response related to the endoplasmic reticulum. | 7                      | 0.0619 | 3.12E-04 |

Supplementary Figure 5: ORA using HALLMARK pathway of the 625 tumor-exclusive proteins.

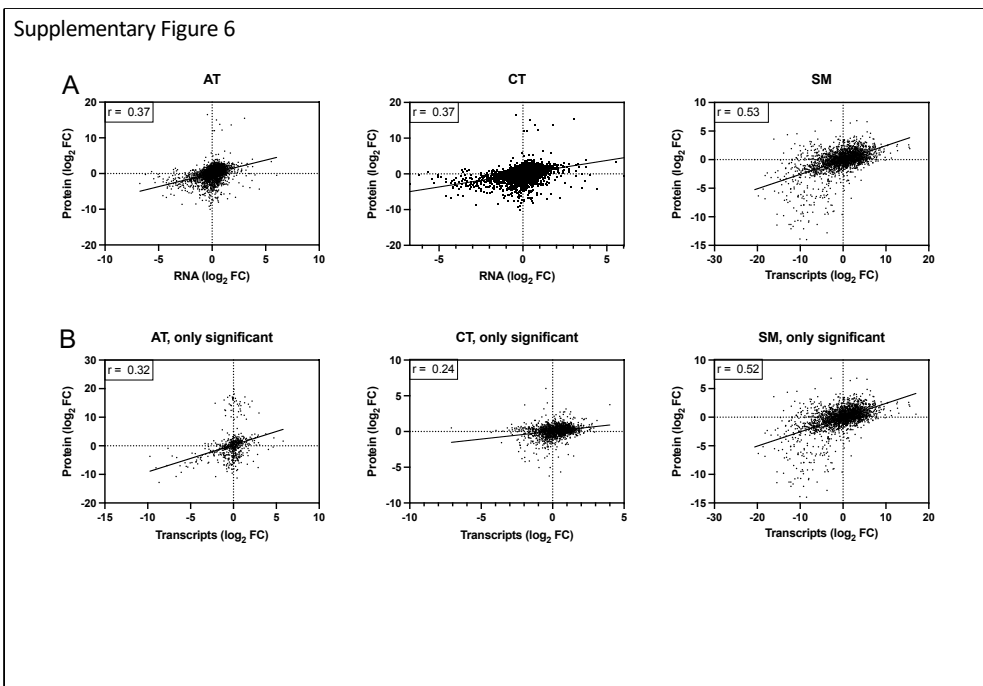

Supplementary Figure 6: Correlation analysis of proteomics versus transcriptomics. A) Correlation plot using the log<sub>2</sub>(FC) of T vs AT, T vs CT and T vs SM in proteomics and transcriptomics. B) as A) but using only significantly changing targets (FDR<0.05).

How the deposited data were processed for this re-analysis (not part of the article)

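RNA was measured by sequencing in 77 libraries of feline FSA and matched normal tissue isolated by LCM (30 T, 16 AT, 11 CT and 20 SM). The authors deposited whole-number counts per gene, made by trimming the reads with Trimmomatic and assigning them with Kallisto to the Ensembl annotation of Felis_catus_9.0, without normalization. All files list the same identifiers, of which 19524 had a count in at least 1 library. The totals ranged from 847003 to 19099337 counts per library, so a gene without a count in the shallowest libraries can still be expressed at a low level.

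Tissue, case number, outcome group and cluster of each library were taken from the sample labels, Table 1 and Fig. 4E. The adipose library of cat 5 carries a tumor label in the deposited records and was treated as AT, since its title says so and the cat has another tumor library. Its log2 CPM correlated across genes with the mean of the other AT libraries at 0.912 and with the mean of the other T libraries at 0.809. No pair of libraries was identical. The paper states that the RNAseq samples were processed in 1 batch, and sequenced in 1 batch per tumor type and species.

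The counts were analysed in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1) and, as an alternative, DESeq2 1.42.0, and tables were made in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Each normal tissue was compared with T in a separate edgeR quasi-likelihood fit with TMM normalization, the filterByExpr filter by group and Benjamini-Hochberg adjustment, and genes were called at a log2(FC) beyond 1 and an adjusted p-value under 0.05. HA and LA tumors were compared in the same way, with a log2(FC) beyond 2 and p under 0.01. PCA was made on log2 CPM with a prior count of 2, centred and not scaled. Silhouettes and shares of variance were tested with 100000 permutations, and the share of cats 11 to 17 in the NT libraries with 10000. To compare libraries at equal depth, the expected number of genes at 847003 counts was computed for each. Loadings were counted beyond 0.02.

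The alternatives were fixed before the data were examined: DESeq2, the edgeR likelihood ratio test, other filters on low counts, all tissues in one fit, no TMM normalization, the cat as a block, and libraries, cats or single tumors left out. Others were added after the data were seen. These were a detection limit of more than 10 counts, totals without the 50 most abundant SM genes and each set of 3 LA tumors left out. The clinical features and the silhouette of T against NT without cats 11 to 17 were added too, the latter in the components of all 77 libraries. So was the cat as a block in the test of AT against CT. The tests were tried on simulated data with 200 genes changed. At a log2(FC) of 2, 90.0% of the changed genes were recovered for T vs AT, 85.5% for T vs CT and 90.0% for T vs SM, and 59.5% for T vs CT with the cat as a block. The calls among unchanged genes numbered 8, 4 and 6 for the 3 comparisons. For HA vs LA 49.0% were recovered at a log2(FC) of 2, which is the call limit itself, and 97.0% at 4, with 47 and 35 calls among unchanged genes.

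Libraries with the same case number came from one cat, so the numbers pair the samples. The deviations from the tissue means correlated across genes between T and the normal tissue of the same cat with a median of 0.176 for AT (16 pairs), 0.222 for CT (11 pairs) and 0.121 for SM (20 pairs), against 0.0356, 0.0567 and 0.0353 between different cats.

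The files give no gene symbols. The reference table holds 39307 genes and matched 0 of the identifiers, so the genes and the 24 gene lists chosen before the data were examined could not be tested, and GC content and gene length could not be examined. The rule for genes to be named had required a symbol. In its place, 2 identifiers that were higher and 2 that were lower in all 3 comparisons are given from genes with at least 10 counts in every library, by a rule set after values had been seen. The one symbol that the supplement at hand pairs with an identifier is PGLYRP4 (ENSFCAG00000011704), with 10 counts or more in 3 T libraries, 1 AT library, 1 CT library and 1 SM library. The proteomic data were not used here.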

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

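The tests of whole-library differences between cats 11 to 17 and the other cats in the number of genes were chosen after the result was seen. Tumors were compared within HA, LA, C2 and C3 on 6 measures each, and 4 values lay far from the others of their group, where 1.2 are given by chance over the 24 comparisons.

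Among LA tumors, the most abundant identifier took 18.1% of the counts of tumor 24, and 5.31% in the next tumor. Leaving this tumor out of HA vs LA gave 6 genes higher and 52 lower, against 8 and 60 with it. Among C2 tumors, tumor 12 had a PC2 score of 27.9, with the next at -9.33. Among C3 tumors, tumor 7 had 13959 genes with at least 1 count, with the next at 14897, and 12672.5 genes at equal depth, with the next at 13230.5, so the total of the library does not account for it. No biological explanation was tested for these 4 values, and no cause was examined further.

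Between T and SM, 205 genes had a difference that itself differed between cats 11 to 17 and the other cats (interaction term, adjusted p-value under 0.05 in edgeR's quasi-likelihood test). The signed log2(FC) of T against SM, whose size was not compared, was higher in cats 11 to 17 for 45 of them and lower for 160. Of 40 sets of cats of the same size, 1 gave as many, the real one, and the largest other set gave 59. Library size alone does not set these cats apart, since at equal depth their tumors still showed 3567 more genes than the other tumors. A raised background in the libraries of these cats may contribute. Of the genes nearly silent in the other cats, 91.3% had a count in at least 1 of their NT libraries. In single libraries the share was 19.5% to 55.8% in AT, 62.9% to 74.4% in CT and 28.8% to 54.3% in SM. A raised background was not tested on the 205 genes. A subtype of the tumors of these cats stays open and untested.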

How the results depend on the processing

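Of 202 values under alternative settings, 164 stayed (a count within 1.5 times, a test on the same side of its threshold, a value with no test within 1 SD), and 38 did not: 36 moved, 1 was weaker and 1 stronger. No test reversed its direction, while the split of the DEGs into higher and lower did for T vs AT and T vs CT, as given next.

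The numbers of DEGs between T and AT kept within 1.5 times under every alternative run (1208 to 1630 higher, 1300 to 1589 lower). More genes were lower than higher with edgeR's quasi-likelihood test and TMM (1272 and 1436), and more were higher with DESeq2 (1374 and 1368), at least 10 counts in 50% of the libraries (1388 and 1316), without cats 11 to 17 (1630 and 1512) and without shallow libraries (1554 and 1359). Between T and CT, the number of higher genes was 734 without TMM against 1356 with it, and the other alternatives gave 905 to 1628. Higher genes were 58.1% of the calls with TMM, 42.4% with DESeq2 and 38.0% without TMM. Between T and SM, 8500 genes were higher and 750 lower without TMM, which is 91.9% higher against 58.8% with it. With the 50 most abundant SM genes left out of the totals, a test chosen after the result was seen, 3537 were higher, so a few genes taking a large share of the SM counts may account for it. Genes higher in all 3 comparisons numbered 451 to 734. Genes lower in all 3 numbered 130 without TMM, against 310, and 284 to 423 under the other alternatives. With the cat as a replicate block, 1425 genes were higher and 1566 lower for AT, 1038 and 844 for CT, and 3534 and 2579 for SM. The block moved none of these counts by more than 1.5 times. It lowered the number of genes with an adjusted p-value under 0.05 for T vs CT from 3934 to 2537. In simulated data without differences between cats, the block lowered the recovered share of changed genes from 85.5% to 59.5% for this comparison, so a loss of power may account for part of it. In the PCA, the test of AT against CT with the block also kept the unpaired libraries within cats 11 to 17 or within the other cats. The separation of AT from CT then passed the threshold (silhouette 0.0245, exact permutation p = 0.0279, against 0.247 without these limits, and 0.145 to 0.262 under the other alternatives). Whether the block or the division of the cats brought this was not tested. Of the genes higher without the block, 1086 of 1272 for AT, 887 of 1356 for CT, 3033 of 3324 for SM and 447 of the 609 common ones were called with it, while 1 gene of T vs SM was called in the opposite direction. The block was not run for the other PCA values, and HA and LA share no cat.

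HA vs LA depended most on the processing. Higher genes were 24 with DESeq2, 13 without filter, 29 with the likelihood ratio test and 0 at an adjusted p-value under 0.05, against 8. Lower genes were 149, 368, 146 and 0 under these, 164 with at least 10 counts in 50% of the libraries, 124 with all 30 tumors in one fit and 17 without cats 13, 14 and 15, against 60. Across the 12 fits that each left out one tumor, higher genes ranged from 4 to 17 and lower genes from 29 to 141. At an adjusted p-value under 0.05, DESeq2 called 39 genes and the likelihood ratio test 14, and the other alternatives 0. The self-test recovered 82 of 200 genes changed by a log2(FC) of 2 at this threshold with the same 12 tumors. The causes were not tested, apart from the fewer tumors in the fits that leave some out.

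Genes detected in every SM library numbered 5214 at 10 counts or more and 5022 at more than 10 (chosen after seeing the data), against 8221 at 1 or more, as a stricter limit must lower them. In the PCA of tumors, C2 tumors above every other tumor on PC1 numbered 7 without filter and 1 with the 1000 most variable genes, against 4. C3 tumors above every other tumor on PC2 numbered 3 with genes scaled to unit variance, 2 without filter and 0 with the 1000 most variable genes, against 5. C3 tumors above every C1 tumor numbered 3, 5 and 2 under these settings. The silhouette of the 3 clusters was 0.183 with genes scaled to unit variance and 0.532 without filter, against 0.319 ± 0.306 (SD over tumors). The causes were not tested. In the PCA of all libraries the separation of T from NT held under every alternative run (silhouette 0.291 to 0.495). The share of variance by sex did not hold without cats 11 to 17.

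Not run, since the files pair no identifier with a symbol, were the alternatives for the named genes, the gene lists and the immune and neuronal genes by cluster.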

Differences from the paper's values

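For T vs CT, 1356 genes were higher in T against the paper's 638. Of the alternatives set before the data were examined, 734 genes without TMM and 905 with all 4 tissues in one fit lay within 1.5 times of the paper's number. DESeq2 (964), no filter (1004), at least 10 counts in 50% of the libraries (990), the replicate block (1038), the likelihood ratio test (1454), no cats 11 to 17 (1607) and no shallow libraries (1628) did not.

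For the PCA of tumors, PC1 held 12.9% of the variance against about 24% in Fig. 4E, read by eye. Without the low-count filter it held 31.4%, within 1.5 times. With genes scaled to unit variance (12.4%), the 1000 most variable genes (14.5%) and no TMM (15.3%) it did not.

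Apart from the genes in every SM library, given in the next paragraph, the other values compared lay within 1.5 times of the paper's. For HA vs LA, the paper's 11 genes higher were reached with all 30 tumors in one fit (11), and its 69 genes lower without TMM (69). With all 4 tissues in one fit, 451 genes were higher in all 3 comparisons against the paper's 436.

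The paper states fewer genes in every library of each tissue than the 10041 in T, 8994 in CT, 9279 in AT and 8221 in SM found here with at least 1 count. In SM the gap is over 1.5 times, and it closes at 10 counts or more (5214). With more than 10 counts, a limit chosen after the values and several other limits had been seen, 7454 were found in T and 5022 in SM, which are the paper's numbers, and 6480 in AT and 6264 in CT, each slightly above the paper's.

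The paper states more genes lower than higher in T against CT, whereas 1356 were higher and 976 lower here. The paper states that C2 was clearly set apart along PC1, whereas 4 of 7 C2 tumors lay above every other tumor here, and 7 of 7 without the low-count filter.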

Other observations

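The tests on the number of genes, of the equal-depth PCA on all genes with a count, of the share of calls for each C2 tumor and of the most abundant SM genes were chosen after the result was seen.

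Libraries of cats 11 to 17, whose tumors form cluster C2, showed more genes with a count than those of the other cats. At equal depth the difference was still 3567 genes in T, which argues against library size as the whole cause. It was not a difference of the tumors alone, since it was 3540 genes in AT, 5857 in CT and 3635 in SM. The adipose library of cat 5, outside these cats, also showed many genes, with 15089 at equal depth. The next highest AT library outside cats 11 to 17 showed 12736.5, and the SM library of cat 5 showed 11049. In cats 11 to 17, 1592 genes with a count in at most 2 libraries of the other cats were looked up. Of these, 92.5% had a count in at least 1 tumor and 91.3% in at least 1 NT library. Random sets of cats, 100 in number, gave at most 34.6% and 51.2%. A raised background in every tissue is a candidate explanation. What raised it was not tested, and GC content and gene length could not be examined.

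Across 16618 genes, the log2 difference between cats 11 to 17 and the other cats in the tumors correlated with that in the NT libraries (Pearson's r = 0.826, Spearman's rho = 0.749, genes not being independent replicates). Of 100 sets of cats, 1 reached this r, the real one, and the largest other value was 0.712. Among the other sets with at most 1 of cats 11 to 17 the largest was 0.492. In the NT libraries, 1 of 30 sets of cats gave as many genes as the real one, the real one itself. The largest other set gave 5642, and it held 4 of cats 11 to 17. A difference in batch or handling that touches all libraries of these cats may therefore account for part of the differences, and so may a property of the cats. The paper states 1 batch for processing the RNAseq samples and 1 for sequencing them, so no batch is on record that would divide these cats from the others, and handling before these steps is not recorded per cat. A handling difference and a property of the cats cannot be told apart here, since each would touch all libraries of a cat. The set holds 6 males of 7, but the numbers of genes in the tumors argue against sex as their cause. At equal depth the tumor of the female cat 16 showed 17644 genes. The 6 tumors of males outside the set showed 12412 to 13391, below every tumor of cats 11 to 17 (15189 or more). With tumors thinned to an equal total, 3 of 7 tumors of cats 11 to 17 lay above every other tumor on PC1 among genes that pass the filter, against 4 of 7 before, which leaves library size open there. On all genes with a count, PC1 held 22.0% of the variance and 7 of 7 lay above, which argues against library size.

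The 286 genes with a PC1 loading over 0.02 were higher in the NT libraries of cats 11 to 17 by a median log2 difference of 1.12, and random lists of the same level by 0.33 (p = 1e-04, the smallest that 10000 lists can give). The 60 genes lower in HA than LA were higher there by 3.62, and random lists by 1.53 (p = 1e-04, likewise the smallest), with 98.3% of them higher. The shift was not limited to these lists. The 285 genes with negative PC2 loadings of a size over 0.02 were higher there by 0.81, and random lists by 0.24 (p = 1e-04, the smallest), while the 350 genes with PC2 loadings over 0.02 (0.18, random lists 0.23, p = 0.856) and the 8 genes higher in HA (0.86, random lists 0.57, p = 0.288) did not stand apart. These p-values are one-sided and come from random draws of genes. They treat genes as independent and measure no spread between cats, so they can be too small. The 3 shifted lists may reflect whatever sets the libraries of these cats apart, a handling difference being one candidate explanation. A neuronal-like subtype of the tumors was not tested, as no gene could be named.

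For HA vs LA, 28 of 100 divisions of the 12 tumors gave as many genes, so a chance division is not excluded. Counting lower genes only, 9 of 100 did. The C2 tumors among the LA tumors may carry part of the calls. Without cats 13, 14 and 15, 11 calls were made again, but 4 of the 35 sets of 3 LA tumors kept as few, this one included, so this test, set before its result was seen, leaves it open. In a test chosen after that result, the number of C2 tumors left out went with fewer calls kept (r = -0.79) more strongly than for any other set of 3 LA tumors (1 of 35).

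For T vs AT, T vs CT and T vs SM, 1 of 60 divisions of the libraries gave as many higher genes in each, the real one. Among the 30 divisions that part all pairs from one cat, the largest other number was 371, 524 and 1500 genes, and among the other 30 it was 1, 0 and 0. The adipose library of cat 5 with the tumor label correlated more with the other AT libraries than with the other tumors by 0.103. This goes with its treatment as AT and argues against the deposited tumor label. Without it, 1245 genes were higher and 1418 lower in T vs AT.

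Without TMM far more genes were higher in T than SM (8500). With the 50 most abundant SM genes left out of the totals the number was 3537, so a few genes taking a large share of the counts in SM are a candidate explanation.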
